# Lhx1 Is Required for Specification of the Renal Progenitor Cell Field

**DOI:** 10.1371/journal.pone.0018858

**Published:** 2011-04-15

**Authors:** M. Cecilia Cirio, Zhao Hui, Caroline E. Haldin, Chiara Cianciolo Cosentino, Carsten Stuckenholz, Xiongfong Chen, Sung-Kook Hong, Igor B. Dawid, Neil A. Hukriede

## Abstract

In the vertebrate embryo, the kidney is derived from the intermediate mesoderm. The LIM-class homeobox transcription factor *lhx1* is expressed early in the intermediate mesoderm and is one of the first genes to be expressed in the nephric mesenchyme. In this study, we investigated the role of Lhx1 in specification of the kidney field by either overexpressing or depleting *lhx1* in *Xenopus* embryos or depleting *lhx1* in an explant culture system. By overexpressing a constitutively-active form of Lhx1, we established its capacity to expand the kidney field during the specification stage of kidney organogenesis. In addition, the ability of Lhx1 to expand the kidney field diminishes as kidney organogenesis transitions to the morphogenesis stage. In a complimentary set of experiments, we determined that embryos depleted of *lhx1*, show an almost complete loss of the kidney field. Using an explant culture system to induce kidney tissue, we confirmed that expression of genes from both proximal and distal kidney structures is affected by the absence of *lhx1*. Taken together our results demonstrate an essential role for Lhx1 in driving specification of the entire kidney field from the intermediate mesoderm.

## Introduction

The vertebrate kidney performs an essential function of removing waste products from the blood and osmoregulation. Although functionally similar, three types of kidneys have evolved in vertebrates, the pronephros, mesonephros and metanephros, with specification of each kidney induced by the preceding nephric tissue. This inductive event results in a progressively more complex organization ending with the metanephric kidney, which exists in mammals and birds [1], [2], [3]. All three kidneys share the same basic structure and organization of the functional unit, the nephron, but differ mostly in the number and spatial assembly of nephrons. Each nephron consists of the renal corpuscle and the renal tubule [4]. In amphibians the pronephric kidney is the functional embryonic kidney. In *Xenopus laevis*, it consists of a bilaterally paired organ, comprising a single non-integrated nephron on each side of the embryo [5].

The entire kidney field is derived from the intermediate mesoderm, which lies between the paraxial and lateral plate mesoderm. Within the intermediate mesoderm, specification of renal progenitor cells follows a precise temporal and spatial sequence of signaling events [6], [7]. Tissues juxtaposed to the intermediate mesoderm have been shown to influence patterning of the kidney field. Embryological experiments in chicken revealed that initial patterning of the kidney field is dependent upon signals from the axial/paraxial mesoderm [2], [3], [8], [9], with retinoic acid (RA) emanating from the paraxial mesoderm required for the initial specification of renal progenitor cells [7], [10], [11]. Recent studies have demonstrated that ectopic expression of RA increases the size of the kidney field, while blocking the pathway inhibits specification [10], [12]. In *Xenopus*, embryos treated with RA show increased expression of early kidney markers and treatment of *Xenopus* pluripotent explants with a combination of RA and Activin induces most kidney cell types [10], [13]. In addition, bone morphogenetic proteins (BMP) originating from the lateral plate mesoderm also influence kidney specification. Intermediate mesoderm fate commitment is regulated by a dose-dependent activation of the BMP signaling cascade along the embryonic dorso-ventral axis [2], [14]. Low levels of BMP activate intermediate mesoderm gene expression, whereas high levels of BMP repress intermediate mesoderm gene expression and activates lateral plate mesoderm genes [14].

During embryogenesis, processes such as body axis determination, as well as tissue and regional specification, require the participation of the LIM homeodomain family of transcription factors [15]. The LIM homeodomain transcription factors contain two cysteine-histidine rich motifs (LIM domains), a central homeodomain and a C-terminal transactivation domain [16]. The LIM domains are thought to function as protein interaction modules that can regulate the function of different components in a transcriptional complex [15]. The LIM homeodomain transcription factor Lhx1 (formerly known as Xlim1 in *Xenopus laevis*), interacts with the LIM binding protein, Ldb, and this interaction triggers Lhx1 activation [17], [18]. *Lhx1* is initially expressed in the Spemann-Mangold organizer in *Xenopus* [19], a region that coordinates cell fate specification and axis formation [20], [21]. In mouse and *Xenopus* embryos, *lhx1* is required for proper cell movements during gastrulation [22]. In addition, hyperactive forms of Lhx1 have been shown to induce axis duplication in *Xenopus* embryos [23]. Taken together, these findings indicate a conserved role of Lhx1 in early embryonic patterning.

*Lhx1* is one of the earliest genes to be expressed in the pronephric anlagen [24], [25], [26], [27], [28]. In *Xenopus*, expression of *lhx1* in the lateral plate mesoderm and intermediate mesoderm is initially seen by stage 12.5, starts to condense into a stripe of intermediate mesoderm between stages 15–18, converges to the nephric field at around stage 19, and finally is expressed in the presumptive nephrostomes and tubule at stage 29/30 [25], [29]. When a dominant-negative form of *lhx1* is expressed in the anterior kidney field, expression of proximal tubule markers is lost [30]. Coexpression of *lhx1* and *pax8* results in the development of enlarged kidney and the formation of ectopic pronephric tubules [25]. In addition, *lhx1* expression has been shown to be an early molecular marker of the forming zebrafish mesonephros and the first molecular marker of renal progenitor cells during adult zebrafish nephrogenesis [31]. Lhx1 also plays an important role at multiple stages of mammalian kidney development. In the mouse, *lhx1* is expressed early in the intermediate mesoderm [24], [32] and is required for the correct patterning of the kidney field [33]. Later in the developing metanephros, Lhx1 is required for ureteric bud morphogenesis and patterning of the nephric vesicle [34], [35]. Finally, in *Xenopus* embryos, downregulation of *lhx1* is required for proper differentiation of the pronephric kidney. Persistent *lhx1* expression in *miR-30a-5p* depleted embryos results in normal kidney field specification, but in a failure of kidney cells to terminally differentiate [36].

In the present report, we address the involvement of Lhx1 in events that control specification of renal progenitor cells from the intermediate mesoderm. We approach this question by studying the development of the presumptive pronephros in embryos in which *lhx1* is either overexpressed or depleted and show that pronephric kidney formation is drastically affected. In addition, by overexpressing a constitutively-active form of Lhx1 in a temporally-controlled manner, we establish that this transcription factor can expand the nephric field during the kidney specification stage [37], [38]. Finally, by using an *in vitro* explant culture system and microarray analysis we demonstrate that loss of *lhx1* results in lack of expression of markers from all the domains of the kidney. Taken together, the data suggest that *lhx1* expression is necessary for the early patterning the of entire kidney field.

## Results

### Over-expression of a constitutively-active form of Lhx1 expands the kidney field

*Lhx1* and *pax8* are expressed early in the pronephric anlagen (**Fig. S1**) and coexpression of these two genes has a synergistic effect that results in the development of an enlarged kidney and/or the formation of ectopic pronephric tubules [25], [39]. For a more detailed study of *lhx1* over-expression in *Xenopus* pronephric kidney formation without *pax8* coexpression [25], we used two constitutively-active forms of Lhx1 [23]. In *Xenopus*, *lhx1* is highly expressed in the organizer region of the early gastrula embryo, and perturbation of endogenous expression in this region causes gastrulation defects [19], [22], [23]. To lessen the effect of these gastrulation defects, we targeted the ventral region of the embryo. Specifically, we injected one of the V2 blastomeres (1xV2) of 8-cell embryos since a preponderance of the kidney tissue has been shown by fate mapping to be derived from the V2 blastomeres [40].

We tested the constitutively-active constructs for their ability to induce expansion of the pronephric anlage as assessed by *pax8 in situ* hybridization at stage 20 (**Fig. S2, S3**). The constructs are fusions of Lim domain binding protein 1 (Ldb1) and Lhx1, which had been shown to functionally replace Lhx1 in depletion and over-expression assays [23]. The Ldb1-Lhx1 constitutively-active construct (LL-CA) is a fusion of the Ldb1 dimerization domain with the linker, C-terminal and homeodomain of Lhx1, while the Ldb1-Lhx1-VP16 construct (LL-VP16) replaces the Lhx1 C-terminal domain with the transactivation domain of the viral protein VP16 [23]. Injection of 1200 pg of LL-CA mRNA (1xV2) induced expansion of the pronephric kidney in 82% of the injected embryos (**Fig. S2N**), while 200 pg of LL-VP16 mRNA induced expansion of the pronephric kidney in 70% of the injected embryos (**Fig. 1A–1C, 1N**). Based on these results, we decided to continue with the LL-VP16 construct since it allowed us to inject a lower dose of mRNA to achieve a similar effect. We limited the dose of LL-VP16 mRNA to 200 pg, since at higher doses injected embryos showed a misshapen kidney field (**Fig. S3L**).

**Figure 1:**
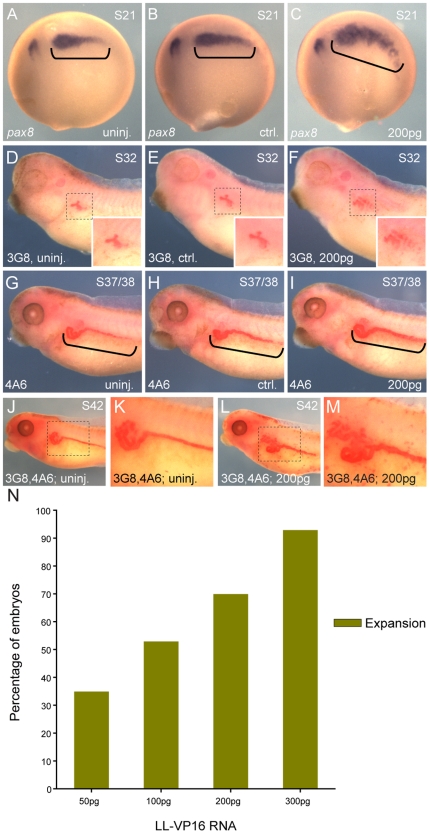
Over-expression of *lhx1* induces expansion of the pronephric kidney. Embryos were injected (1xV2) with 200 pg of LL-VP16 mRNA at the 8-cell stage. (**A–C**) *In situ* hybridization of embryos at stage 20 for the early pronephric marker *pax8*. (**A**) Uninjected embryo. (**B–C**) Control and injected sides of the same embryo are shown. (**C**) Expansion of *pax8* expression was observed in 83% of the embryos (n = 33). Kidney fields are highlighted with black brackets. (**D–I**) 3G8 and 4A6 whole-mount immunostaining were carried out at stages 32 and 37/38, respectively. (**D, G**) Uninjected embryos. (**E, F, H, I**) Control and injected sides of the same embryo. (**F, I**) Larger tubule epithelium with 3G8 was observed in 81% of the embryos (n = 32) and expanded intermediate and distal tubules with 4A6 were observed in 80% of the embryos (n = 30). (**D–F**) Insets show enlargements of 3G8 staining of the proximal tubule. (**J–M**) 3G8, 4A6 double whole-mount immunostaining of stage 42 embryos. (**K**) Magnification of the pronephric kidney of uninjected embryo. (**M**) Magnification of the pronephric kidney of injected embryo. (**N**) Bar graph showing the percentage of embryos injected at the different doses of LL-VP16 that showed expansion of *pax8* expression. LL-VP16 mRNA 50 pg: expansion of *pax8* expression was observed in 35% of the embryos (n = 26). LL-VP16 mRNA 100 pg: expansion of *pax8* expression was observed in 53% of the embryos (n = 30). LL-VP16 mRNA 200 pg: expansion of *pax8* expression was observed in 70% of the embryos (n = 30). LL-VP16 mRNA 300 pg: expansion of *pax8* expression was observed in 93% of the embryos (n = 27).

To address how the expansion of the pronephric anlagen translates to the differentiated kidney field, we performed whole-mount immunostaining with two antibodies, 3G8 and 4A6, that recognize the proximal tubules or the early distal and distal tubules, respectively [41], [42]. Embryos injected with LL-VP16 mRNA and stained with 3G8 antibody showed a larger differentiated tubule epithelium (81%) (**Fig. 1D–1F**). Staining with 4A6 showed expanded early distal and distal tubules on the injected side of embryos (80%) (**Fig. 1G–1I**). Double immunostaining showed that both regions of the pronephros are enlarged on the side of the embryos injected with LL-VP16 mRNA, but the relative juxtaposition of each marker is not affected (**Fig. 1J–1M**). These results demonstrate that over-expression of constitutively-active Lhx1 induces an expansion of the kidney field, without overtly changing the patterning of the tubule segments.

### Lhx1-mediated expansion of the kidney field takes place during a restricted temporal window

In order to establish a more precise time frame in which Ldb1-Lhx1 functions during pronephric kidney development, we temporally-controlled LL-VP16 activation by fusing the glucocorticoid receptor (GR) ligand-binding domain to the 3′ end of the LL-VP16 construct (LL-VP16-GR). Addition of dexamethasone (Dex) results in nuclear translocation of the fusion protein and activation of LL-VP16-GR. Embryos were injected with 200 pg of LL-VP16-GR mRNA (1xV2) and Dex was added at different stages prior to or during pronephric kidney specification (stages 10, 12.5, 15, 18) and morphogenesis (stages 21 and 24) [37]. Injected and uninjected control embryos were fixed at stage 31 and processed for *in situ* hybridization of *pax8*. When Dex was added to injected embryos at stages 10 and 12.5, 53% and 56% of the embryos, respectively, showed an expansion of *pax8* expression (**Fig. 2A–2D, 2M**). When Dex was added later during specification (stages 15 and 18) a greater percentage of the embryos (84% and 79%, respectively) showed an expanded kidney field (**Fig. 2E–2H, 2M**). Only 40% and 24% of the embryos treated with Dex at stages 21 and 24, respectively, showed expansion (**Fig. 2I–2L, 2M**). To confirm possible axis duplication was not contributing to the expanded kidney field the embryos were immunostained for either the notochord marker MZ15, or the muscle-specific antibody 12/101 [25], [43]. Neither the MZ15 or 12/101 staining showed duplicate axes (**Fig. 2A–L** **, Fig. S4**). The efficacy of LL-VP16-GR to induce expansion of the pronephric kidney field was significantly reduced when kidney organogenesis transitions from the specification to morphogenesis stages [37]. Taken together, these data indicate that *Ldb1-Lhx1* transcriptional complex plays an important role in regulating the size of the kidney field during the specification stage, but this effect is reduced once the kidney field undergoes morphogenesis.

**Figure 2:**
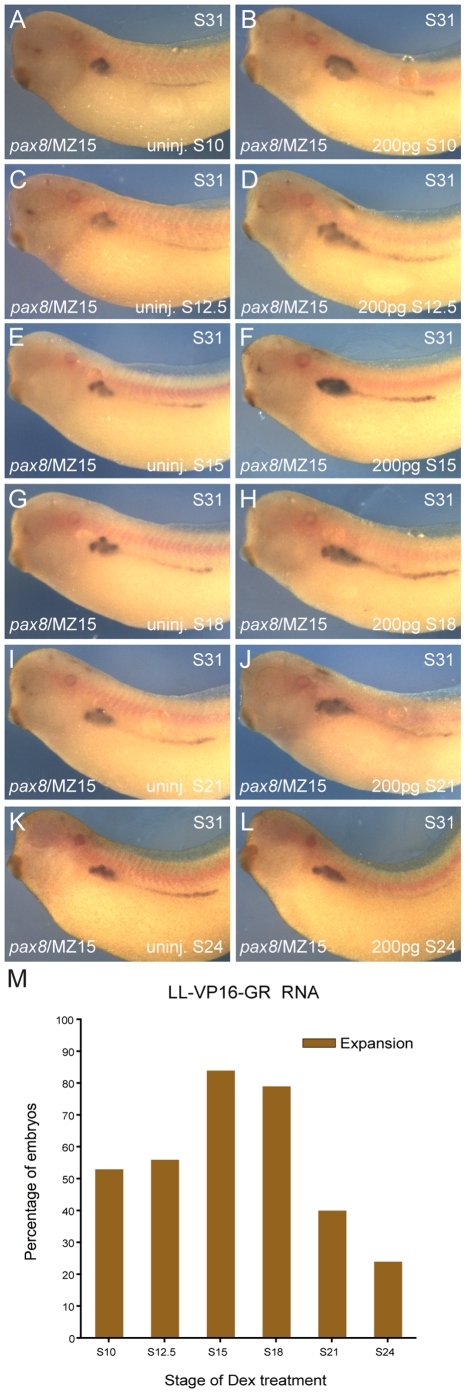
Inducible activation of Lhx1, defines a temporal window of kidney field expansion. Embryos were injected (1xV2) with 200 pg of LL-VP16-GR mRNA at the 8-cell stage. (**A–L**) *In situ* hybridization for *pax8* of embryos at stage 31, followed by MZ15 whole-mount immunostaining. (**A, C, E, G, I, K**) Uninjected embryos. (**B, D, F, H, J, L**) Injected embryos. Activation of LL-VP16-GR was controlled by addition of dexamethasone (Dex) at specified stages. Dex was added to uninjected and injected embryos at: (**A, B**) stage 10; (**C, D**) stage 12.5; (**E, F**) stage 15; (**G, H**) stage 18; (**I, J**) stage 21; (**K, L**) stage 24. (**M**) Bar graph with the percentage of injected embryos that showed expansion after Dex treatment at different stages. Expansion of *pax8* expression was observed in 53% of the embryos for stage 10 (n = 36), 56% for stage 12.5 (n = 32), 84% for stage 15 (n = 32), 79% for stage 18 (n = 34), 40% for stage 21 (n = 45) and 24% for stage 24 (n = 21).

### *Lhx1* over-expression expands intermediate mesoderm progenitors at the expense of paraxial mesoderm

To assess whether expansion of the pronephric kidney in embryos overexpressing LL-VP16 was due to increased proliferation of intermediate mesoderm progenitors or a fate transformation event, we treated LL-VP16 mRNA injected embryos (1xV2) at stage 10.5/11 with the DNA synthesis inhibitors hydroxyurea and aphidicolin (HUA), which have been shown to block cell division without affecting cell fate determination [44]. Embryos were fixed at stage 20 and assayed for changes in *pax8* expression. As compared to LL-VP16 mRNA injected embryos, embryos injected with LL-VP16 mRNA and treated with HUA showed a dramatic decrease in the number of mitotic cells, assessed by immunofluorescence with anti-phospho-Histone H3 antibody, but still displayed an expansion of the pronephric kidney field (91% compare to 82%) (**Fig. 3A–3H**). This suggests that an increase in cell proliferation is unlikely to be a major contributor to Ldb1-Lhx1 mediated expansion of the kidney field.

**Figure 3:**
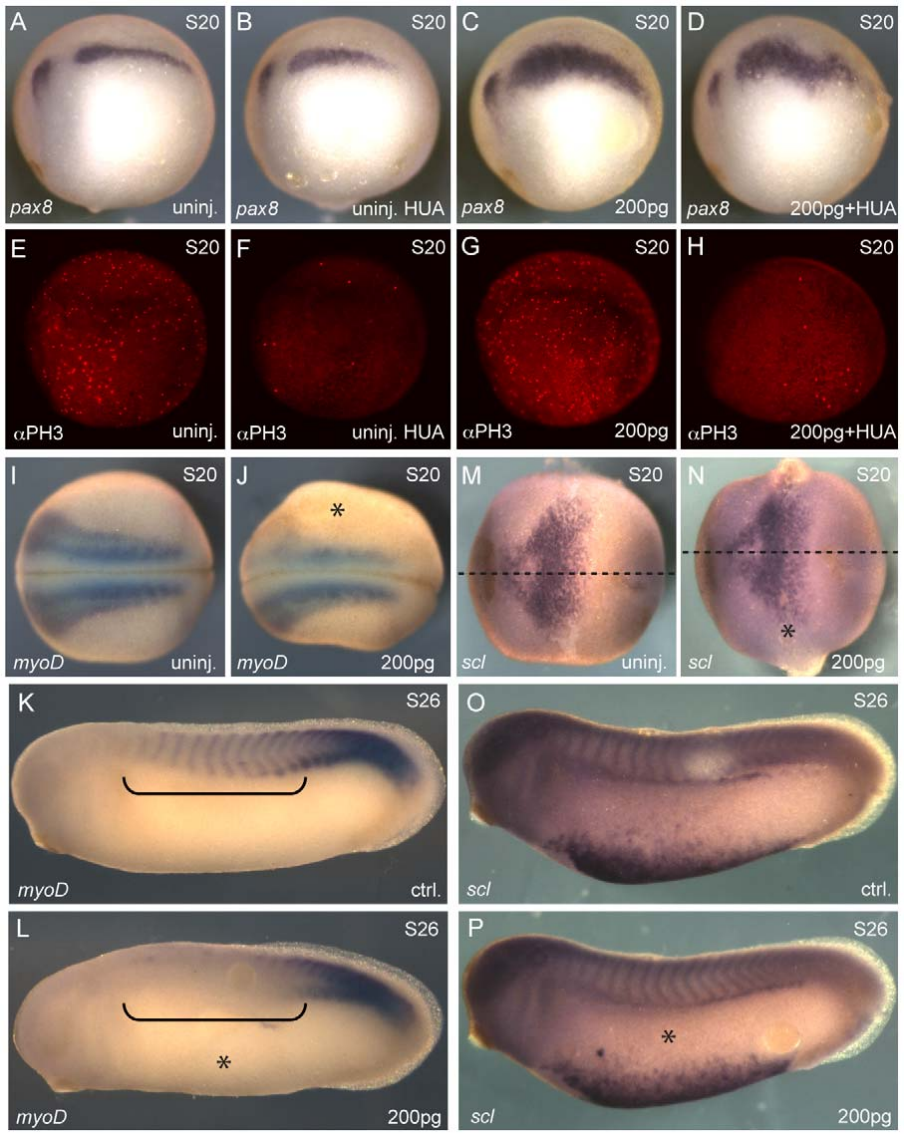
Ectopic *lhx1* expression causes a fate transformation event. Embryos were injected (1xV2) with 200 pg of LL-VP16 mRNA at the 8-cell stage. Embryos were treated with hydroxyurea and aphidicolin (HUA) at stage 10.5/11. (**A–D**) *In situ* hybridization of embryos at stage 20 for *pax8*. (**A**) Uninjected embryo. (**B**) Uninjected embryo treated with HUA. (**C**) Injected embryo. Expansion of *pax8* expression was observed in 91% of the embryos (n = 35). (**D**) Injected embryo treated with HUA. Expansion of *pax8* expression was observed in 82% of the embryos (n = 33). (**E–H**) Whole-mount immunostaining analysis of proliferation with anti-phospho-Histone H3 antibody, αPH3. (**E**) Uninjected embryo. (**F**) Uninjected embryo treated with HUA. (**G**) Injected embryo. (**H**) Injected embryo treated with HUA. (**I–L**) *In situ* hybridization of embryos for the paraxial mesoderm marker *myoD*. (**I, J**) Uninjected and injected embryos at stage 20. Reduced *myoD* expression was observed in 63% of the embryos (n = 51). (**K, L**) Control and injected sides of the same embryo at stage 26. Reduced *myoD* expression was observed in 87% of the embryos (n = 30). Anterior somites are highlighted with black brackets. (**M–P**) *In situ* hybridization of embryos for the lateral plate mesoderm marker *scl*. (**M, N**) Uninjected and injected embryos at stage 20 (n = 45). Midline of the embryos is marked with a dotted line with anterior to the left. (**O, P**) Control and injected sides of the same embryo at stage 26 (n = 43). The injected side of the embryos is marked with an asterisk.

Coexpression of *lhx1* and *pax8* induces enlarged pronephroi and an associated reduction of somitic tissue [25]. Therefore, we wanted to determine if Lhx1 affects tissue juxtaposed to the intermediate mesoderm by using LL-VP16 over-expression. To investigate the possibility that cells from the paraxial mesoderm and/or lateral plate mesoderm have acquired intermediate mesoderm fate, we analyzed expression of the paraxial mesoderm marker *myoD* and the lateral plate mesoderm marker *scl* by *in situ* hybridization. We observed reduced *myoD* expression on the injected side of embryos at stage 20 (63%) (**Fig. 3I, 3J**) and at stage 26 (87%) (**Fig. 3K, 3L**). Expression of *scl* was not affected in embryos at either stage 20 (**Fig. 3M, 3N**) or stage 26 (**Fig. 3O, 3P** **)** injected with LL-VP16 RNA. These results suggest that Ldb1-Lhx1 transcriptional complex is able to induce fate transformation of cells from the paraxial mesoderm to contribute to the intermediate mesoderm and adopt a pronephric kidney fate.

### Depletion of *lhx1* using *lhx1-AS* results in a loss of the kidney field

Our *lhx1* over-expression results indicate this transcription factor has an important role in early specification of the renal progenitor cells. To further investigate the role of Lhx1 in pronephric kidney development, we injected embryos with *lhx1* N,N-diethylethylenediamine antisense oligonucleotide (*lhx1-AS*) [45]. Embryos were injected at the 8-cell stage (1xV2) with either *lhx1-AS* or a control N,N-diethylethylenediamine antisense oligonucleotide (*ctrl-AS*) [22]. We looked at the expression of the early pronephric marker *pax8* as an indication of kidney formation and observed a dose-dependent reduction of *pax8* expression on the injected side of stage 20 embryos (**Fig. S5**). As compared to uninjected embryos, 300 pg of *ctrl-AS* showed no effect on *pax8* expression (**Fig. 4A, 4B**). Injection of 300 pg of *lhx1-AS* caused either reduced or absent *pax8* expression in 100% of the embryos (**Fig. 4C, 4M**). Rescue experiments using zebrafish *lhx1* synthetic mRNA, insensitive to *lhx1-AS*, showed a marked rescue of the kidney field, which verified that the *lhx1-AS* phenotype is specific for depletion of *Xenopus lhx1* mRNA (**Fig. 4M**). The absence of the pronephric mesenchyme in *lhx1-AS* embryos indicates that expression of *lhx1* is essential for the early intermediate mesoderm patterning.

**Figure 4:**
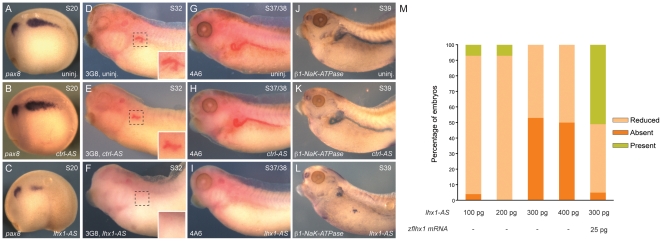
Depletion of *lhx1* results in a loss of the pronephric kidney. Embryos were injected (1xV2) with 300 pg of *ctrl-AS* or *lhx1-AS* at the 8-cell stage. (**A, D, G, J**) Uninjected embryos. (**B, E, H, K**) Embryos injected with *ctrl-AS*. (**C, F, I, L**) Embryos injected with *lhx1-AS*. (**A–C**) *In situ* hybridization of embryos at stage 20 for the pronephric marker *pax8*. (**C**) Reduced or absent *pax8* expression was observed in 47% and 53% of the embryos, respectively (n = 34). (**D–F**) 3G8 whole-mount immunostaining was carried out at stage 32. (**E**) Reduced 3G8 staining was observed in 5% of the embryos (n = 41). (**F**) Reduced 3G8 staining was observed in 76% of the embryos (n = 34). Insets show enlargement of 3G8 staining of the proximal tubule. (**G–I**) 4A6 whole-mount immunostaining was carried out at stage 37/38. (**H**) Reduced 4A6 staining was observed in 9% of the embryos (n = 23). (**I**) Reduced 4A6 staining was observed in 91% of the embryos (n = 34). (**J–L**) *In situ* hybridization of embryos at stage 39 for *β1-NaK-ATPase*. (**L**) Reduced *β1-NaK-ATPase* expression was observed in 72% of the embryos (n = 29). (**M**) Bar graph with the percentage embryos injected with the different doses of *lhx1-AS* that showed presence, reduction or absence of *pax8* expression at stage 20. *Lhx1-AS* 100 pg: reduced *pax8* expression was observed in 89%, absence in 4% and presence in 7% of the embryos (n = 28). *Lhx1-AS* 200 pg: reduced *pax8* expression was observed in 93% and presence in 7% of the embryos (n = 27). *Lhx1-AS* 300 pg: reduced of *pax8* expression was observed in 47% and absent in 53% of the embryos (n = 34). *Lhx1-AS* 400 pg: reduced *pax8* expression was observed in 50% and absent in 50% of the embryos (n = 42). *Lhx1-AS* 300 pg+*zflhx1* mRNA 25 pg: presence of *pax8* expression was observed in 51% of the embryos (n = 41).

We analyzed expression of definitive kidney markers of the pronephric tubule using the antibodies 3G8 and 4A6. Injection of the *ctrl-AS* showed no differences with the uninjected embryos (**Fig. 4D, 4E, 4G, 4H**). The absence of 3G8 and 4A6 staining on the side of the embryos injected with 300 pg of *lhx1-AS* indicated a loss of differentiated cell types in the proximal and early distal regions of the pronephric kidney (76% and 91%, respectively) (**Fig. 4F, 4I**). We also confirmed the absence of the pronephric tubule by performing *in situ* hybridization for *β1-NaK-ATPase* expression. Pronephric transcripts of the *β*1 subunit appear at stage 26 and mark the onset of the maturation phase during pronephric kidney organogenesis [46]. As expected, we observed reduced *β1-NaK-ATPase* expression (72% of embryos) when *lhx1* expression was depleted (**Fig. 4L**). The lack of expression of these markers indicates an absence of differentiated pronephric kidney suggesting an essential role for Lhx1 in specification of the kidney field.

### *In vitro* explant culture and microarray analysis demonstrates *lhx1* expression is required for specification of the entire kidney field

The *lhx1-AS* depletion studies support the idea that *lhx1* is involved in driving specification of intermediate mesoderm into nephrogenic mesenchyme. *Lhx1* is initially expressed throughout the entire intermediate mesoderm (**Fig. S1**). Therefore, we wished to determine if the entire kidney field or specific sub-domains are affected by the absence of *lhx1*. Instead of using *lhx1-AS* targeted injections to study expression of kidney markers in whole embryos, one marker at a time, we performed a microarray analysis using an explant culture system. 

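The explants were animal caps, the pluripotent ectoderm of the Xenopus blastula, cultured alone or with activin and retinoic acid (AcRA). Activin is a ligand of the TGF-beta family that induces mesoderm and endoderm, and retinoic acid is a patterning signal of the posterior and intermediate mesoderm. RNA was measured in 4 groups, namely untreated caps (C), AcRA caps, untreated caps of embryos injected with lhx1-AS, an antisense oligonucleotide against lhx1 RNA, and caps of injected embryos treated with AcRA (lhx1-AS/AcRA). The paper gives 10 ng/ml activin, 0.0001 M retinoic acid and 800 pg lhx1-AS. No group was injected with a control oligonucleotide, so effects through lhx1 and other effects of the injection cannot be told apart. Each group had 3 arrays, 1 from each of experiments I, II and III, so that 12 arrays were compared, and each RNA came from 12 pooled caps. The paper gives the harvest as between stages 13.5 and 14, and the sample labels give stage 12.5. The labels also name another RNA extraction reagent than the paper.
The array, the 1st generation Affymetrix Xenopus laevis array, carries 15611 probe sets, each of which reads the RNA of a gene as 1 signal. The values were the signals computed by the authors with GCOS, on a linear scale. Their mean after trimming 2% at each end was 500.1 on every array, so the arrays had been scaled to 1 common level. The median signal was 124 to 149 on the C arrays, 129 to 138 on the AcRA arrays, 106 to 123 on the lhx1-AS arrays and 107 to 121 on the arrays labelled lhx1-AS/AcRA. Within a group, the correlation between arrays across probe sets was 0.902 to 0.913 for C, 0.905 to 0.912 for AcRA, 0.869 to 0.900 for lhx1-AS and 0.887 to 0.905 for lhx1-AS/AcRA. Probe sets are not independent replicates, so these values carry no test.
Signals under 1 were set to 1 and log2 values were taken. Group means were compared with limma on 15503 probe sets in 1 model of all 12 arrays, and p-values were adjusted by the method of Benjamini and Hochberg. A probe set counted as higher or lower at an adjusted p under 0.05. A gene was represented by its probe set with the highest mean log2 signal, and its other probe sets are mentioned where their calls differ. The lists of genes, the tests, the rule for the genes named here and the alternative settings were fixed before the data were examined, apart from those named further on as added or chosen later. The p-values measure the spread between RNAs of pooled caps from 3 experiments, and the number of arrays limits the precision. Many induced genes lay near the lowest signals in untreated caps, so the size of their log2 fold change depends on that low signal, as it does for genes that were near the lowest signals after treatment.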

*Xenopus* tissue explants can be surgically isolated and cultured under specific conditions to be driven towards many distinct tissue types [47], [48]. Pronephric cell fates is induced by culturing isolated explants in the presence of Activin and RA (AcRA) [49], [50], [51]. Treatment of dissected explants from stage 8–9 embryos with 10 ng/ml Activin and 1×10^−4^ M RA can induce differentiation of the pluripotent ectoderm into pan-kidney tissue in approximately 90% of the treated explants [49]. For the *lhx1*-depletion experiments, both blastomeres of 2-cell embryos were injected with a total of 800 pg *lhx1-AS*. Explants were dissected and treated with AcRA and expression of *pax8* at stage 15 (based on timing of paired control whole embryos) was analyzed. We observed a lack of induction of *pax8* expression in *lhx1*-depleted explants under AcRA treatment conditions in which expression of this gene is normally induced (**Fig. S6A**). Based on this observation, microarray analysis was carried out to identify genes whose expression is affected by the absence of *lhx1*.

Explants of embryos injected with 800 pg of *lhx1-AS* were dissected, treated with pronephric tissue inductive conditions (AcRA), and harvested between stages 13.5 and 14 (**Fig. S6B**). Explants from uninjected embryos treated with AcRA and untreated, as well as explants from *lhx1-AS* injected embryos untreated were also harvested. 

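The signal of lhx1, the gene of the LIM homeodomain transcription factor that lhx1-AS targets, was 19.8, 2.19 and 2.60 in the C caps of experiments I, II and III and 316, 823 and 779 in the AcRA caps. In the untreated lhx1-AS caps it was 1.55, 42.6 and 3.20, and on the arrays labelled lhx1-AS/AcRA it was 1144, 991 and 1614. The rise from C to AcRA caps had a log2 fold change of 6.93 (standard error 1.05, limma adjusted p = 0.000836, higher in 3 of 3 experiments). From the lhx1-AS caps to the arrays labelled lhx1-AS/AcRA it was 7.68 (standard error 1.05, limma adjusted p = 0.000223, higher in 3 of 3 experiments). Between the arrays labelled lhx1-AS/AcRA and the AcRA arrays, lhx1 was higher on the former in 3 of 3 experiments, by 1.06 on the log2 scale (standard error 1.05, limma adjusted p = 0.62), which is within the spread between arrays. Between the lhx1-AS and C caps, where lhx1 was near the lowest signals, the log2 fold change was 0.30 (standard error 1.05, limma adjusted p = 0.912).
The RNA of the targeted gene was therefore not lower where lhx1-AS is named together with AcRA, and these arrays are called by their label throughout. The array read lhx1 with 1 probe set, and the positions of its probes and of the oligonucleotide on the lhx1 RNA are not given in the sources used here. The paper's RT-PCR of pax8 in caps at stage 15 (Fig. S6A) runs the way the label says, with pax8 present after AcRA and lost with lhx1-AS. Across the probe sets, lhx1-AS minus C and lhx1-AS/AcRA minus AcRA, which share no array, had a correlation of 0.471 (0.263, 0.257 and 0.344 in experiments I, II and III). An exchange of the AcRA and lhx1-AS/AcRA labels alone would turn its sign, and an exchange of injected and uninjected labels in both pairs would not.

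**Figure D1:**
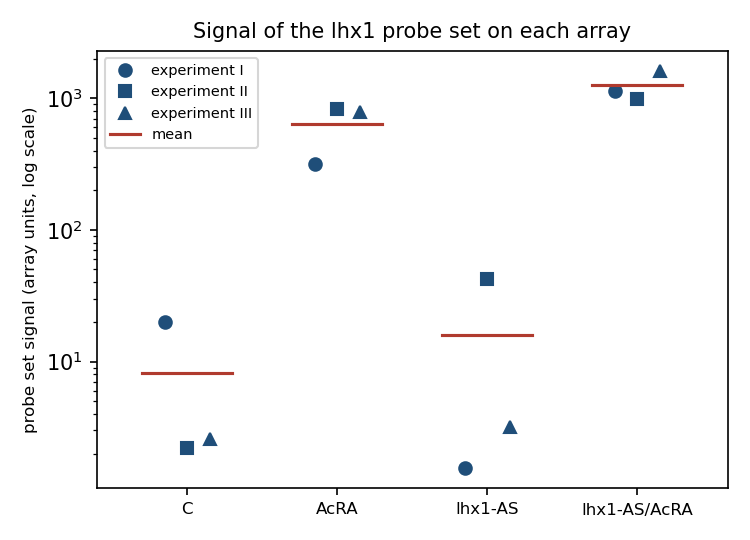
Signal of the lhx1 probe set on each of the 12 arrays, in array units on a log scale, by group. Each symbol is an array of experiment I, II or III and each line the mean of 3 arrays. The AcRA arrays lie between 316 and 823 and the arrays labelled lhx1-AS/AcRA between 991 and 1614.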

The microarray data was subjected to statistical analysis and pair-wise comparison of each sample was included. 

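Genes of retinoic acid metabolism, early mesoderm and posterior patterning were higher in AcRA caps than in untreated caps, and genes of the epidermis and cement gland were lower. The signal of cyp26a1, which encodes an enzyme that degrades retinoic acid, was 25.5 ± 13.3 (SD, n = 3 arrays) in C caps and 5693 ± 806 (SD, n = 3) in AcRA caps, a log2 fold change of 7.91 (standard error 0.44, limma adjusted p = 1.29e-07). Dhrs3, the gene of a retinaldehyde reductase, rose by 4.46 on the log2 scale (standard error 0.23, limma adjusted p = 7.36e-08). Among 17 measured genes of the retinoic acid pathway, 7 were higher and none was lower (9 higher and none lower adjusted over the list alone, and 9 and 1 at an unadjusted p under 0.05), and the list was higher as a group (adjusted p = 1.06e-06 from limma's camera). Of 20 early mesoderm genes, 11 were higher, among them the caudal-type homeobox gene cdx1 with a log2 fold change of 9.01 (standard error 0.78, limma adjusted p = 1.41e-05) and the Wnt ligand gene wnt8a with 7.30 (standard error 0.64, limma adjusted p = 1.67e-05). The 1 lower was szl, the gene of a secreted BMP regulator, which fell by 5.65 on the log2 scale (standard error 0.81, limma adjusted p = 0.000571), and 8 did not pass (15 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.01e-11 in limma). Of 19 Hox genes, 10 were higher and none was lower (11 and none adjusted over the list alone, 11 and 0 at an unadjusted p under 0.05), with hoxa2 at 4.52 (standard error 0.37, limma adjusted p = 9.13e-06), and the list passed camera in limma (adjusted p = 1.67e-08).
Extracellular matrix genes were higher in 7 of 22 cases and lower in none (9 and none adjusted over the list alone, 11 and 0 at an unadjusted p under 0.05, camera adjusted p = 9.24e-07 in limma), and the cartilage collagen gene col9a1 rose by 7.88 on the log2 scale (standard error 0.89, limma adjusted p = 0.000103). In the Wnt pathway, 8 of 35 genes were higher and 2 were lower (10 and 2 adjusted over the list alone, camera adjusted p = 0.000109 in limma). The secreted Wnt binding protein gene sfrp1 was among those higher, with a log2 fold change of 5.58 (standard error 0.70, limma adjusted p = 0.000216), and the Wnt receptor gene fzd8 among those lower, with -5.0 (standard error 0.40, limma adjusted p = 7.61e-06) on 1 of its 3 probe sets. Epidermis and cilia genes were lower in 9 of 23 cases and higher in none (11 lower and none higher adjusted over the list alone, 13 and 0 at an unadjusted p under 0.05, camera adjusted p = 3.93e-08 in limma). The homeobox gene dlx5 fell by 3.86 on the log2 scale (standard error 0.39, limma adjusted p = 4.22e-05) and the keratin gene krt19 fell by 4.25 (standard error 0.61, limma adjusted p = 0.000555). Of 4 cement gland genes, 2 were lower and none was higher (2 and 0 adjusted over the list alone, 3 and 0 at an unadjusted p under 0.05), and agr2 fell by 5.77 (standard error 0.43, limma adjusted p = 5.15e-06). The list passed camera in limma (adjusted p = 0.000109). Of 15 housekeeping genes none was higher or lower (0 and 1 at an unadjusted p under 0.05, 0 adjusted over the list alone, adjusted p = 0.839 from limma's camera and 0.716 from its fry test). Each gene named here as changed moved the same way in 3 of 3 experiments.
In all, 479 probe sets were higher and 406 lower by limma. With the experiment as a block the counts were 820 and 797, and the lower ones numbered 244 without the C array of experiment I, 227 without the C array of experiment III and 250 without the AcRA array of experiment II. Of 16 lists, 9 passed camera, 8 of them also with an estimated correlation.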

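Caps of injected embryos responded to AcRA as well. Between the arrays labelled lhx1-AS/AcRA and the untreated lhx1-AS caps, cyp26a1 was higher by 7.24 on the log2 scale (standard error 0.44, limma adjusted p = 1.69e-07) and darmin, an endoderm peptidase gene, by 9.73 (standard error 0.78, limma adjusted p = 2.20e-06). Nodal1, the gene of a mesendoderm-inducing ligand, had a log2 fold change of 8.26 (standard error 0.83, limma adjusted p = 1.72e-05) and the Wnt coreceptor gene ror2 one of 7.94 (standard error 0.67, limma adjusted p = 3.54e-06). The signal of szl fell by 10.37 on the log2 scale on the probe set that changed most (standard error 0.38, limma adjusted p = 8.15e-10), from 1868 ± 301 to 1.42 ± 0.263 (SD, n = 3 arrays each). As the latter is near the floor of 1, the size is uncertain, and with 16 or 64 added to the signals szl fell by 6.74 or 4.87. All 5 genes moved the same way in 3 of 3 experiments. Of 23 epidermis and cilia genes, 18 were lower and none was higher (18 and 1 adjusted over the list alone and at an unadjusted p under 0.05, camera adjusted p = 2.12e-14 in limma). Of 20 early mesoderm genes, 10 were higher and 1 was lower (14 and 1 adjusted over the list alone, camera adjusted p = 6.83e-09 in limma). Of 19 Hox genes, 6 were higher and none was lower (7 and none adjusted over the list alone, 8 and 0 at an unadjusted p under 0.05). Their list had an adjusted p = 3.16e-05 from limma's camera and an adjusted p = 0.0579 with an estimated correlation. Over all probe sets, 620 were higher and 634 were lower by limma, and 983 and 1030 with the experiment as a block.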

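Genes of the organizer, the dorsal signalling centre of the gastrula, were higher on the arrays labelled lhx1-AS/AcRA than on the AcRA arrays, and genes of the epidermis were lower. Lhx1 itself was not lower on the former arrays, and the positive correlation given with it runs against an exchange of these 2 labels alone. The signal of gsc, a homeobox gene of the organizer, was 23.6 ± 17.5 (SD, n = 3 arrays) on the AcRA arrays and 4641 ± 2731 (SD, n = 3) on the arrays labelled lhx1-AS/AcRA, a log2 fold change of 7.89 (standard error 1.15, limma adjusted p = 0.000683), and all 3 of its probe sets were higher. The anterior homeobox gene otx2 rose by 5.57 on the log2 scale (standard error 0.54, limma adjusted p = 3.61e-05), on 2 of 3 probe sets, and admp, a BMP family ligand gene of the organizer, by 5.26 (standard error 0.73, limma adjusted p = 0.000497). Of 21 organizer and axial mesoderm genes, 9 were higher and 1 was lower (12 and 2 adjusted over the list alone), with a median of 2.01 and an adjusted p = 1.69e-06 from limma's camera. With an estimated correlation the adjusted p of the organizer list in camera was 0.0467. Among 15 endoderm genes, 4 were higher and none was lower (6 and none adjusted over the list alone, 7 and 0 at an unadjusted p under 0.05), including darmin with a log2 fold change of 4.18 (standard error 0.78, limma adjusted p = 0.00359) and the GATA factor gene gata4 with 4.73 (standard error 0.81, limma adjusted p = 0.00191) on 1 of 2 probe sets. The endoderm list had an adjusted p = 0.00574 from limma's camera and an adjusted p = 0.139 with an estimated correlation.
Itln1, a lectin gene of the epidermis, had a signal of 6363 ± 4023 (SD, n = 3) on the AcRA arrays and 104 ± 26.4 (SD, n = 3) on the arrays labelled lhx1-AS/AcRA and fell by 5.67 on the log2 scale (standard error 0.48, limma adjusted p = 1.43e-05). The epidermal homeobox genes dlx3 and msx1 fell by 3.54 (standard error 0.53, limma adjusted p = 0.000801) and by 3.10 (standard error 0.33, limma adjusted p = 8.14e-05). Of 23 epidermis and cilia genes, 9 were lower and 1 was higher (13 and 1 adjusted over the list alone, camera adjusted p = 1.92e-06 in limma). The higher one was krt19 on 1 of 2 probe sets, with a log2 fold change of 2.73 (standard error 0.61, limma adjusted p = 0.0107, and 0.0511 without the AcRA array of experiment I). Sparc, a matrix protein gene, fell by 3.98 (standard error 0.54, limma adjusted p = 0.000429) on 1 of 2 probe sets. Without AcRA, sparc had -2.06 between lhx1-AS and C caps (limma adjusted p = 0.0348), a call lost in 7 of 14 alternative settings. From AcRA to lhx1-AS/AcRA, the retinoic acid genes cyp26a1 and dhrs3 had log2 fold changes of 0.01 (standard error 0.44, limma adjusted p = 0.994) and -0.15 (standard error 0.23, limma adjusted p = 0.772). In that comparison each gene named here as changed moved the same way in 3 of 3 experiments, and the calls of the organizer and epidermis lists held under both other scalings of the arrays.
By limma, 419 probe sets were higher and 1076 lower, so 72.0% of the calls were lower. With quantile normalization the counts were 514 and 909, with the arrays scaled to 1 median 743 and 744 (50.0% lower), and with the experiment as a block 1082 and 1851. The higher ones numbered 216 without the AcRA array of experiment I, 248 without that of experiment III and 204 without the lhx1-AS/AcRA array of experiment III, and the lower ones 593 without the AcRA array of experiment I and 687 without that of experiment III.

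**Figure D2:**
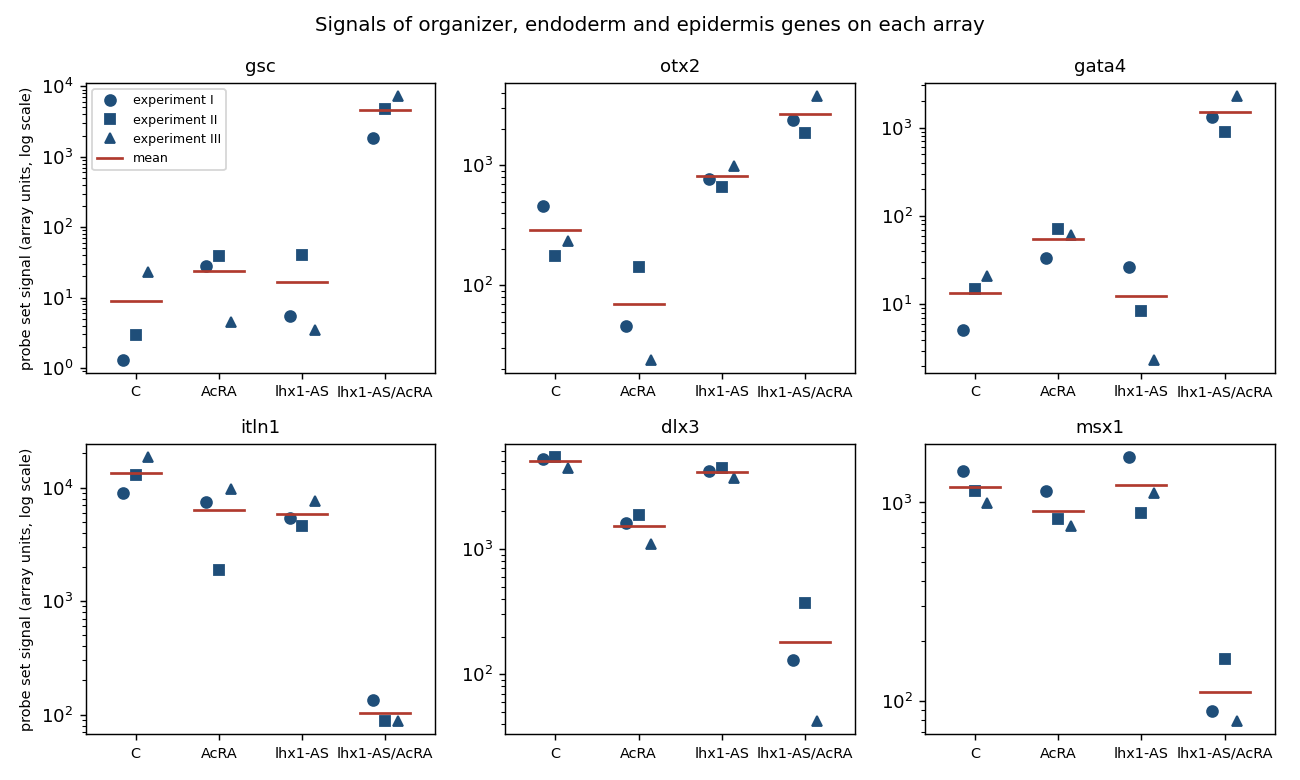
Signals of gsc, otx2, gata4, itln1, dlx3 and msx1 on each of the 12 arrays, in array units on a log scale, by group. Each symbol is an array of experiment I, II or III and each line the mean of 3 arrays. The mean of gsc is 23.6 on the AcRA arrays and 4641 on the arrays labelled lhx1-AS/AcRA, and that of itln1 is 6363 and 104.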

In order to produce a manageable data set of affected genes, the cutoff point for significant regulatory changes was set at a minimum of a 4-fold increase in gene expression of AcRA treated caps versus untreated control and 2-fold decrease or greater in gene expression of *lhx1-AS*/AcRA caps versus AcRA caps (**Fig. 5**). This statistical analysis resulted in a list of 81 probe sets for further study (**Fig. 5** **, S7**).

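Probe sets that were at least 4-fold higher in AcRA caps, at most 0.5-fold on the arrays labelled lhx1-AS/AcRA relative to AcRA, and little changed in untreated lhx1-AS caps included those of pax2, hoxb4, rara, fgfr1, efna3, mfap2, emilin1 and emx2. These were selected at unadjusted p-values. For pax2 the selected probe set was the brightest of 8, and no other of them was selected. Hoxb4, a gene of posterior identity, had a signal of 20.9 ± 15.3 (SD, n = 3 arrays) in C caps, 1671 ± 579.6 (SD, n = 3) in AcRA caps, 26.5 ± 24.6 (SD, n = 3) in lhx1-AS caps and 410.4 ± 104 (SD, n = 3) on the arrays labelled lhx1-AS/AcRA. Its rise with AcRA was 6.68 on the log2 scale (standard error 0.89, limma adjusted p = 0.000307), and the change from AcRA to lhx1-AS/AcRA was -2.01 (standard error 0.89, limma adjusted p = 0.195, lower in 3 of 3 experiments). The FGF receptor gene fgfr1 had signals of 438 ± 186, 2082 ± 279, 278 ± 44.6 and 944 ± 245 (SD, n = 3 each) in the same order, and mfap2, a gene of matrix microfibrils, 12.2 ± 6.43, 282 ± 58.5, 19.1 ± 22.8 and 38.8 ± 25.7. A probe set for muscle alpha actin had 5.15 ± 6.38, 104 ± 49.3, 1.52 ± 0.284 and 3.40 ± 3.41. As given above, lhx1 was not lower on the arrays labelled lhx1-AS/AcRA.
In all, 64 probe sets met the 3 criteria, taken as a fold of at least 4 and a fold of at most 0.5, each with an unadjusted limma p under 0.05, and a ratio of lhx1-AS to C between 0.5 and 1.5. The increase alone was met by 613 probe sets, the decrease by 1768 and both by 143. Both use the AcRA arrays, so they overlap with no effect at all. In 50 simulations of unchanged groups a mean of 26.5 probe sets met both and 8.08 met all 3, with 40 and 15 as the highest numbers, and independent lists of these sizes would share 69.9. Of 100 splits that exchanged the groups of the real arrays within experiments, 5 passed as many as 64 in all 3, the real one included, and the highest other, whose group taken as AcRA held AcRA-treated arrays only, passed 110. The 3 AcRA arrays are too few to be split, so part of the excess may come from them. With adjusted p-values in both comparisons, 18 probe sets passed. Of the genes named first, fgfr1 and mfap2 were among them. The limma adjusted p of the increase was over 0.05 for pax2, efna3, emilin1 and emx2. That of the decrease was over 0.05 for pax2, hoxb4, rara, efna3 and emx2.
Probe sets induced at least 4-fold in 1 experiment were measured in the other experiments. On the arrays labelled lhx1-AS/AcRA they kept a median share of 59.1% ± 8.90 (mean and SD over n = 3 selecting experiments) of their log2 AcRA response. The medians were 50.4, 58.8 and 68.2% when experiment I, II and III selected them. They share measuring experiments, so the SD is not that of independent values. The share was 76.3% with 16 added to the signals, 77.7% with 64 added and 82.7% with dim probe sets left out. Its size therefore depends on dim signals. Experiments I, II and III selected 1161, 1238 and 992 probe sets on 1 array per group with no p criterion. On group means 709 were at least 4-fold higher. Probe sets selected through noise need have no AcRA response in the other experiments, which can lower the share. No share was computed for an absent effect of lhx1-AS, so the values do not measure a loss.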

**Figure 5:**
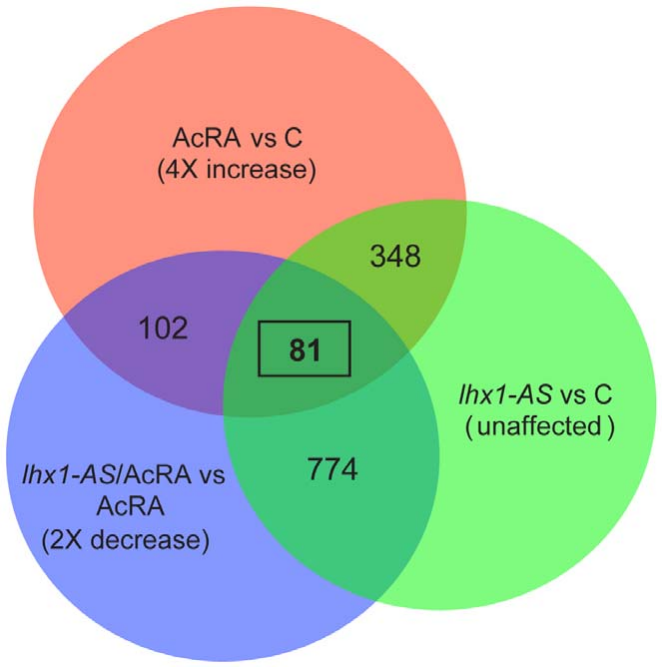
Microarray analysis of *lhx1*-depletion in organ culture. Venn diagram outlining the distribution of probe sets in the three organ culture treatments. Overlap between probe sets that showed a 4-fold or greater increase in expression in AcRA treated (AcRA) vs untreated (C) explants (pink), probe sets that presented a 2-fold or greater decrease in expression on *lhx1-AS*/AcRA vs AcRA explants (blue) and probe sets which expression showed less than a 0.5-fold increase/decrease in injected (*lhx1-AS*) vs C explants were considered unaffected (green).

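Some genes were much lower in untreated lhx1-AS caps than in C caps. Without caps injected with a control oligonucleotide, such changes cannot be assigned to lhx1, which was near the lowest signals in both groups. The signal of vwa8, a mitochondrial ATPase gene, was 1262 ± 157 (SD, n = 3 arrays) in C caps and 10.9 ± 13.4 (SD, n = 3) in lhx1-AS caps, a log2 fold change of -7.61 (standard error 0.79, limma adjusted p = 0.000177). Tjap1, the gene of a tight junction associated protein, fell by 5.74 on the log2 scale (standard error 0.70, limma adjusted p = 0.000596) and by 4.96 on its other probe set (standard error 0.77, limma adjusted p = 0.00215). The cadherin gene cdh2 fell by 5.07 on 2 of 4 probe sets (standard error 0.78, limma adjusted p = 0.00215), hibadh, an enzyme gene of valine breakdown, by 4.40 (standard error 0.67, limma adjusted p = 0.00214) and ap3b1, an adaptor protein gene of vesicle transport, fell by 4.57 (standard error 0.77, limma adjusted p = 0.00357). Rdh10, a retinol dehydrogenase gene, rose by 2.41 on 1 of 2 probe sets (standard error 0.35, limma adjusted p = 0.00171). All of these changes ran the same way in 3 of 3 experiments. The organizer genes gsc and fzd8 had log2 fold changes of 1.05 (standard error 1.15, limma adjusted p = 0.655) and 0.46 (standard error 0.40, limma adjusted p = 0.557) and did not pass. The genes named here as lower were also lower on the arrays labelled lhx1-AS/AcRA than on the AcRA arrays. There vwa8 had -6.71, tjap1 -5.53 and -5.43, cdh2 -3.81, hibadh -3.59 and ap3b1 -3.61, each at a limma adjusted p under 0.05. Their lower signals were therefore not particular to untreated caps.
Between lhx1-AS and C caps none of 16 gene lists passed camera after adjustment, and 1 had an unadjusted p under 0.05. With an estimated correlation 0 passed, and 0 by limma's fry test (0 and 2 at an unadjusted p under 0.05). The lowest adjusted p from limma's camera was 0.304, for the Hox genes, of which 0 of 19 were higher or lower (0 adjusted over the list alone, 2 higher and 1 lower at an unadjusted p under 0.05). By limma, 391 probe sets were higher and 693 lower (63.9% of the calls), with quantile normalization 506 and 581, with the arrays scaled to 1 median 794 and 473 (37.3%), and with the experiment as a block 1149 and 1609. The higher ones numbered 161 without the C array of experiment I, 153 without that of experiment III, 193 without the lhx1-AS array of experiment II and 141 without that of experiment III, and the lower ones 336, 309 and 376 without the C arrays of experiments I and III and the lhx1-AS array of experiment III.
In the areas of the diagram, 79 probe sets met the increase and the decrease but not the range set for unaffected genes, 152 met the increase and that range only, and 602 the decrease and that range only.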

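Between C and AcRA caps some genes of nervous tissue and muscle were higher and some lower, and most did not pass. Sox2, a transcription factor gene of the neural plate, had a signal of 42.3 ± 19.6 (SD, n = 3 arrays) in C caps and 367 ± 121 (SD, n = 3) in AcRA caps, a log2 fold change of 3.19 (standard error 0.47, limma adjusted p = 0.000663, higher in 3 of 3 experiments). The RNA binding protein gene msi1 of neural progenitors rose by 1.37 on the log2 scale on 1 of 2 probe sets (standard error 0.27, limma adjusted p = 0.00601, higher in 3 of 3 experiments). Of 30 neural and neural crest genes, 5 were higher, 2 were lower and 23 did not pass (6 and 3 adjusted over the list alone). Their list had an adjusted p = 0.197 from limma's camera and 0.000614 when each probe set of a gene was counted. It had an adjusted p = 0.503 with an estimated correlation and 0.202 by fry in limma. In the epidermis, the keratin gene krt70 had a signal of 18138 ± 3001 (SD, n = 3) in AcRA caps and 22036 ± 2608 (SD, n = 3) in C caps on its brightest probe set, and dlx3 one of 1519.9 ± 399 (SD, n = 3) and 5010.1 ± 524 (SD, n = 3).
Mespa, a gene of the presomitic mesoderm, had a signal of 7.89 ± 5.88 (SD, n = 3) in C caps and 267 ± 21.1 (SD, n = 3) in AcRA caps. It rose by 5.44 on the log2 scale (standard error 1.01, limma adjusted p = 0.00377, higher in 3 of 3 experiments). For myod1, the myogenic transcription factor gene, the log2 fold change was 4.59 (standard error 1.46, limma adjusted p = 0.0951, higher in 3 of 3 experiments), with an adjusted p = 0.00876 in limma when the experiment was a block. Ckm, the gene of muscle creatine kinase, fell by 1.26 on 1 of 3 probe sets (standard error 0.32, limma adjusted p = 0.0318, lower in 3 of 3 experiments). The adjusted p of ckm in limma was 0.108 without a variance trend, 0.0853, 0.0574 and 0.133 without the C arrays of experiments I, II and III, and 0.155 and 0.0796 without the AcRA arrays of experiments II and III. Of 30 paraxial mesoderm and muscle genes, 2 were higher, 1 was lower and 27 did not pass (6 and 1 adjusted over the list alone). As a group they had an adjusted p = 0.0528 from limma's camera, an adjusted p = 0.309 with an estimated correlation and 0.124 by fry. From camera it was 0.0413 with the arrays scaled to 1 median, 0.0180 with each probe set of a gene counted and 0.0191 without the C array of experiment III.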

While AcRA treated explants induce pronephric tissue at a high frequency, the entire explant is not converted to kidney tissue and markers for neural tissue, epithelium and muscle are also expressed [49], [50], [51], [52]. For this reason, we considered it important to evaluate expression of our candidate genes using whole-mount *in situ* hybridization. Of the 81 hits found on the microarray (**Fig. 5**), we identified full-length cDNA or EST clones for 66 genes (**Fig. S7**) and performed *in situ* hybridization on embryos at stages 12.5, 15, 21 and 32. 

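Several genes of Fig. S7 had very low signals in untreated caps and high ones after AcRA. Pcdh8l, the gene of the protocadherin PCNS, had a signal of 3.81 ± 0.250 (SD, n = 3 arrays) in C caps, 785 ± 288 (SD, n = 3) in AcRA caps and 196 ± 100.3 (SD, n = 3) on the arrays labelled lhx1-AS/AcRA. It rose with AcRA by 7.62 on the log2 scale (standard error 0.74, limma adjusted p = 3.26e-05), and its change from AcRA to lhx1-AS/AcRA was -2.06 (standard error 0.74, limma adjusted p = 0.103). The zinc finger gene tshz3 rose by 7.53 (standard error 1.1, limma adjusted p = 0.000625) and had -3.06 from AcRA to lhx1-AS/AcRA (standard error 1.1, limma adjusted p = 0.102). Without the lhx1-AS/AcRA array of experiment II, tshz3 had -4.21 and an adjusted p = 0.0322 in limma. Cdx4, a caudal-type gene in bold in the figure, rose by 8.2 (standard error 1.06, limma adjusted p = 0.000268) and had -3.30 (standard error 1.06, limma adjusted p = 0.0674) from AcRA to lhx1-AS/AcRA, with an adjusted p = 0.0148 in limma when the experiment was a block and 0.0322 without the lhx1-AS/AcRA array of experiment II. The coiled-coil gene xmc, also in bold, had -4.16 (standard error 0.59, limma adjusted p = 0.000531) on its brightest probe set, while its other probe set had the printed folds. All of these values had 1 sign in 3 of 3 experiments.
Of the 82 entries of the figure with hoxb7, 29 could be matched by name to a gene or probe set of the array, and 53 could not. On the brightest probe set of each, 19 of the 29 were at least 4-fold higher with AcRA and at most 0.5-fold on the arrays labelled lhx1-AS/AcRA, each with an unadjusted limma p under 0.05, and 8 also met the criterion on untreated lhx1-AS caps. For 22 entries a probe set of the gene had the printed folds, and on these probe sets 16 of 22 met both folds and 9 all 3 criteria. Fig. S7 was chosen on these samples, so its direction is not independent evidence, and lhx1 was not lower on the arrays labelled lhx1-AS/AcRA.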

We identified a total of 17 genes with expression in the intermediate mesoderm at stage 15 (data not shown) and also later in the pronephric kidney at stage 32 (**Fig. 6A, 6D, 6J, 6M** **and Fig. S8**). Interestingly, we found genes from all domains of the pronephric tubule, lending support to the idea of Lhx1 being essential for the development of all kidney derivatives of the somatic layer of the intermediate mesoderm.

**Figure 6:**
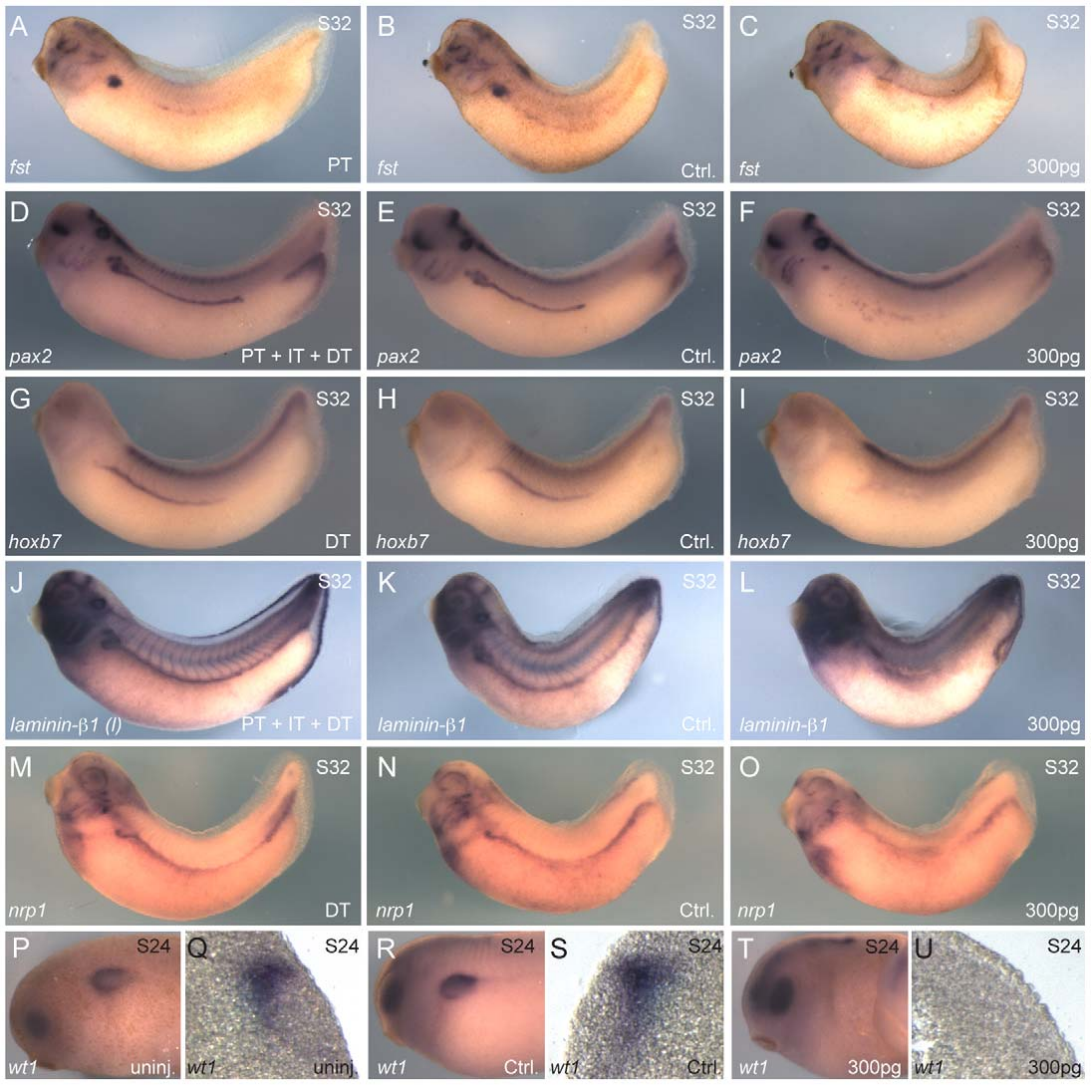
Absence of *lhx1* affects all the domains of the pronephric kidney. Embryos were injected (1xV2) with 300 pg of *lhx1-AS* at the 8-cell stage. (**A–O**) *In situ* hybridization of embryos at stage 32. (**A–C**) *In situ* hybridization for *follistatin (fst)*. (**A**) Uninjected embryo. (**B, C**) Control and injected sides of the same embryo are shown. (**C**) Reduced *fst* expression was observed in 57% of the embryos (n = 44). (**D–F**) *In situ* hybridization for *pax2*. (**D**) Uninjected embryo. (**E, F**) Control and injected sides of the same embryo are shown. (**F**) Reduced *pax2* expression was observed in 86% of the embryos (n = 32). (**G–I**) *In situ* hybridization for *hoxb7*. (**G**) Uninjected embryo. (**H, I**) Control and injected sides of the same embryo are shown. (**I**) Reduced *hoxb7* expression was observed in 92% of the embryos (n = 38). (**J–L**) *In situ* hybridization for *laminin-β1*. (**J**) Uninjected embryo. (**K, L**) Control and injected sides of the same embryo are shown. (**L**) Reduced *laminin-β1* expression was observed in 94% of the embryos (n = 32). (**M–O**) *In situ* hybridization for *neuropilin1 (nrp1)*. (**M**) Uninjected embryo. (**N, O**) Control and injected sides of the same embryo are shown. (**O**) Reduced *nrp1* expression was observed in 90% of the embryos (n = 40). (**P–U**) *In situ* hybridization of embryos at stage 24 for *wt1*. (**P, Q**) Uninjected embryo. (**R–U**) Control and injected sides of the same embryo are shown. (**T, U**) Reduced *wt1* expression was observed in 89% of the embryos (n = 37). (**Q, S, U**) Transverse sections of embryos in P and R/T, respectively. Arrows indicate plane of section in appropriate panels.

To confirm that absence of *lhx1* affects expression of the kidney genes found in the microarray assay, we injected 300 pg of *lhx1-AS* into 8-cell embryos (1xV2) and fixed them at stage 32 for *in situ* hybridization. We randomly selected markers to cover all regions of the pronephric kidney. 

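Hoxb7, a Hox gene expressed in the pronephros, had a signal of 15.0 ± 5.64 (SD, n = 3 arrays) in C caps, 115 ± 43.3 (SD, n = 3) in AcRA caps, 24.5 ± 9.65 (SD, n = 3) in lhx1-AS caps and 56.2 ± 35.6 (SD, n = 3) on the arrays labelled lhx1-AS/AcRA. Its rise from C to AcRA caps was 2.94 on the log2 scale (standard error 0.70, limma adjusted p = 0.0209, higher in 3 of 3 experiments), and its other 2 probe sets did not pass. From AcRA to lhx1-AS/AcRA the log2 fold changes in experiments I, II and III were -2.08, -0.84 and -0.87, with a mean of -1.26 (standard error 0.70, limma adjusted p = 0.32), and none of the 3 probe sets passed. The unadjusted limma p of hoxb7 in that comparison was 0.0936 on its brightest probe set. Another probe set of hoxb7 met both folds of the paper's selection, with an increase of 4.95-fold (unadjusted limma p = 0.00722) and a decrease of 3.56-fold (unadjusted limma p = 0.0258). It missed the selection by a ratio of lhx1-AS to C of 0.321. Between lhx1-AS and C caps hoxb7 had 0.73 (standard error 0.70, limma adjusted p = 0.604). The rise with AcRA had an adjusted p of 0.0955 in limma without the C array of experiment I, 0.0910 without the AcRA array of experiment II and 0.104 without that of experiment III. Lhx1 was not lower on the arrays labelled lhx1-AS/AcRA.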

The high stringency cutoff criteria and statistical analysis narrowly eliminated *hoxb7* from the final list. Since expression of this gene has been well characterized in the kidney of *Xenopus* and mice [53], [54], [55], we decided to include it and analyze the effect of loss of *lhx1* on the expression of this gene in whole embryos. Injected embryos showed a reduced expression of the proximal tubule markers, *follistatin* (**Fig. 6A–C** **)** and *pax2* (**Fig. 6D–F** **)** (57%, 86% respectively). When markers of distal and early distal tubule were analyzed in *lhx1-AS*-injected embryos, expression of *hoxb7* (**Fig. 6G–I** **)**, *laminin-b1* (**Fig. 6J–L** **)** and *neuropilin1* (**Fig. 6M–O** **)** was reduced in 92%, 94% and 90% of embryos, respectively. 

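Of the genes listed for podocytes, the filtering cells of the glomerulus, the array measured wt1, foxc2 and vegfa. Foxc2, a forkhead transcription factor gene, rose from C to AcRA caps by 2.54 on the log2 scale (standard error 0.55, limma adjusted p = 0.0118, higher in 3 of 3 experiments). Wt1, the gene of a zinc finger transcription factor, had a log2 fold change of 1.55 (standard error 0.86, limma adjusted p = 0.456) and vegfa, an endothelial growth factor gene, one of -1.68 (standard error 0.87, limma adjusted p = 0.409). From the AcRA arrays to those labelled lhx1-AS/AcRA, the log2 fold change of wt1 was -0.27 (standard error 0.86, limma adjusted p = 0.906, lower in 2 of 3 experiments), that of foxc2 was 0.53 (standard error 0.55, limma adjusted p = 0.64) and that of vegfa was 2.53 (standard error 0.87, limma adjusted p = 0.0891). None of the 3 genes passed in that comparison, where lhx1 itself was not lower (0 lower and 1 higher adjusted over the list alone and at an unadjusted p under 0.05). As a list they had an adjusted p = 0.405 from limma's camera and 0.381 from its fry test. The call for foxc2 had an adjusted p of 0.0601 in limma without the C array of experiment I and 0.0737 without the AcRA array of experiment II.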

Since we did not find any glomerular markers among the 17 genes from the microarray, we decided to test whether both layers of the intermediate mesoderm [56] are affected by the absence of *lhx1* expression. For this purpose, we performed whole-mount *in situ* hybridization for *wt1*, a marker of the splanchnic intermediate mesoderm [57]. As compared to uninjected embryos (**Fig. 6P, 6Q**) and the control side (**Fig. 6R, 6S**), we observed reduced *wt1* expression in 89% of the *lhx1-AS* injected embryos (300 pg 1xV2) (**Fig. 6T, 6U**). These data suggest that both intermediate mesoderm derivatives of the kidney are affected by the absence of *lhx1*.

## Discussion

By studying the progression of intermediate mesoderm to pronephric kidney in *Xenopus*, we were able to readily gain access to embryos prior to the onset of kidney development. This allowed us to study the role of Lhx1 in specification of the nephric anlagen. By manipulating *lhx1* expression in *Xenopus* embryos we have established that Lhx1 function is required during the specification stage of pronephric kidney organogenesis. Expression of a constitutively-active form of Lhx1 results in the expansion of the kidney field and this ability is limited to the stages when specification of kidney progenitor cells is occurring [37], [52]. Our observation that Lhx1 plays a role in driving the intermediate mesoderm towards a renal progenitor cell population is in agreement with two current published datasets: (1) *lhx1* expression has been shown to be directly regulated by RA signaling, and potential RA responsive elements (RAREs) have been identified in the *lhx1* promoter [10]. Current dogma suggests that RA signaling is the primary step in establishing the intermediate mesoderm, thus putting *lhx1* directly downstream of this initial pattering event [10], [13], [58]. (2) *lhx1* perduration maintains the expression of early nephric markers and does not allow terminal differentiation of the kidney field to proceed [36].

Studies have identified a signal transduction pathway that drives specification of trunk mesoderm into distinct paraxial mesoderm and intermediate mesoderm fates [59]. Our results reveal the expansion of kidney field by over-expression of constitutively-active Ldb1-Lhx1 is associated with a decrease in paraxial mesoderm tissue. This result suggests that hyper-activation of Lhx1 is able to recruit cells from the paraxial mesoderm to adopt a nephric fate. These findings are in agreement with a report by Carroll *et al.*, which demonstrated ectopic kidney tissue induced by co-injection of *pax8* and *lhx1* is always found within the paraxial mesoderm or the intermediate mesoderm domains [25]. Temporally controlled activation of constitutively-active Ldb1-Lhx1 results in robust expansion of the kidney field at stages 15 and 18, during pronephric kidney specification. Notably, the kidney specification stage is the period when many known renal inductive factors are expressed [37]. Seeing as constitutively-active Ldb1-Lhx1 shows maximal effect during this inductive period, but not prior to this period, suggests that Lhx1 is possibly a competence factor necessary for establishing a broad kidney field, thereby making the field competent to respond to region specific renal inductive signals [60]. This hypothesis is supported by a recent report from Drews *et al.*, which demonstrated that Lhx1 does not have pronephric kidney inductive potential when over-expressed in a *Xenopus* explant system, but can influence the expression of multiple early nephrogenic factors [61].

Depletion of *lhx1* within the nephric anlagen using DEED-AS oligonucleotides resulted in a severe reduction or absence of the kidney tubule. Chan *et al.*, reported that injection of a dominant-negative form of Lhx1 into the C2 and C3 blastomeres of 32-cell embryos resulted in a disorganized and partial reduction of proximal tubules but more distal regions are not affected. Based on these results, they concluded that Lhx1 functions in proximal tubule morphogenesis [30]. Even though the C2/C3 blastomeres give rise to a portion of the kidney field, there is a substantial contribution from the surrounding blastomeres [62]. By injecting the V2 blastomere of 8-cell embryos, we targeted a larger segment of lineages that will give rise to the kidney [40]. Therefore, our observed reduction of marker gene expression from proximal through distal tubule cells is likely due to targeting more of the kidney field, demonstrating the importance of Lhx1 in specification of the entire pronephric tubule.

In order to identify all domains of the kidney affected by the absence of *lhx1* expression, we subjected *lhx1*-depleted kidney explants to microarray analysis. We found 81 probe sets that showed significant reduction of expression in kidney explants. 

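Among early kidney regulators, more genes rose with AcRA than fell, and few differed between the AcRA arrays and those labelled lhx1-AS/AcRA. Sall1, a zinc finger transcription factor gene of the nephric mesenchyme, rose from C to AcRA caps by 2.22 on the log2 scale on 2 of 3 probe sets (standard error 0.39, limma adjusted p = 0.00251). Of 20 measured regulators, 7 were higher with AcRA and none was lower (10 and 1 adjusted over the list alone, 10 and 2 at an unadjusted p under 0.05, camera adjusted p = 3.25e-05 in limma). Pax2, a paired box gene of the nephric lineage, had a signal of 30.1 ± 11.0 (SD, n = 3 arrays) in C caps, 125 ± 41.9 (SD, n = 3) in AcRA caps and 47.1 ± 19.1 (SD, n = 3) on the arrays labelled lhx1-AS/AcRA. Its log2 fold changes were 2.06 with AcRA (standard error 0.64, limma adjusted p = 0.0855, and 0.0425 with the experiment as a block) and -1.45 from AcRA to lhx1-AS/AcRA (standard error 0.64, limma adjusted p = 0.193). Fst, the gene of the activin antagonist follistatin, had a signal of 19.4 ± 10.4 in C caps, 325 ± 68.4 in AcRA caps and 75.9 ± 49.4 on the arrays labelled lhx1-AS/AcRA (SD, n = 3 each). It rose with AcRA by 4.18 (standard error 0.91, limma adjusted p = 0.0122) and had -2.30 from AcRA to lhx1-AS/AcRA (standard error 0.91, limma adjusted p = 0.144). Pax2 and fst had 1 sign in 3 of 3 experiments in both comparisons. From AcRA to lhx1-AS/AcRA, fst passed as lower in 3 of 13 alternative settings and pax2 in 1 of 13. For pax8, a paired box gene of the kidney field, the log2 fold changes were 1.57 (standard error 1.01, limma adjusted p = 0.556) and -0.87 (standard error 1.01, limma adjusted p = 0.681), each with that sign in 2 of 3 experiments. Without AcRA, fst had -1.86 between lhx1-AS and C caps (limma adjusted p = 0.250), a ratio of 0.275. Fst thus lay outside the range set for unaffected genes, and its lower signal is not shown to be a loss of the AcRA response.
From AcRA to lhx1-AS/AcRA, 2 of the 20 regulators were higher and none was lower (2 and none adjusted over the list alone, 3 and 2 at an unadjusted p under 0.05, camera adjusted p = 0.298 in limma). These were osr1, a zinc finger gene of the intermediate mesoderm and endoderm, with a log2 fold change of 2.97 (standard error 0.60, limma adjusted p = 0.0062), and the Iroquois gene irx2, with 1.99 (standard error 0.44, limma adjusted p = 0.00989). Without the C array of experiment II the adjusted p of fst with AcRA was 0.0520 in limma, and without the AcRA array of experiment III it was 0.0572. That of irx2 was 0.0528 without the AcRA array of experiment III and 0.0548 without the lhx1-AS/AcRA array of experiment III. In this comparison lhx1 itself was not lower.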

Whole-mount *in situ* hybridization demonstrated that 17 of the clones are expressed in the kidney. Importantly, expression pattern analysis in whole embryos revealed that all segments of the pronephric kidney derived from the somatic layer of the intermediate mesoderm are altered when *lhx1* is depleted. Glomerular markers were not identified from the microarray experiments. It is possible glomerular markers were eliminated from our analysis due to a combination of low levels of expression of podocyte markers in the explants and the stringent statistical analysis of the microarray data. Additionally, a report by Carroll *et al.*, demonstrated that *lhx1* expression was present in the glomerular anlagen during specification stages, suggesting a possible role in establishing the glomus [63]. 

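Signals of different probe sets do not compare as expression levels, so those of the podocyte genes wt1, vegfa and foxc2 are given by group. The signal of wt1 was 21.1 ± 18.6 (SD, n = 3 arrays) in C caps, 44.2 ± 19.8 (SD, n = 3) in AcRA caps, 30.8 ± 13.3 (SD, n = 3) in lhx1-AS caps and 36.7 ± 16.4 (SD, n = 3) on the arrays labelled lhx1-AS/AcRA. For vegfa the signals were 15.4 ± 3.23, 5.10 ± 2.30, 24.5 ± 14.6 and 33.1 ± 20.4 (SD, n = 3 each) in the same order. For foxc2 they were 35.4 ± 14.2, 207 ± 97.8, 78.0 ± 21.2 and 317 ± 172 (SD, n = 3 each). Data were also simulated for all 15503 tested probe sets, each with the spread that limma estimated for it. In the lhx1-AS/AcRA group, 67 randomly picked ones were changed by 1, 67 by 2 and 66 by 3 on the log2 scale. There limma called 44.8% of probe sets changed by 2 on the log2 scale against the AcRA group and 10.4% of those changed by 1. Limma called 85 probe sets in that simulation and 1495 in the real comparison. The adjusted p depends on how many probe sets are changed, so these shares need not hold for the real data. They are also over probe sets of all spreads and do not give the rate for the podocyte genes.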

We evaluated expression of *wt1* in embryos injected with *lhx1-AS* and found expression of this gene to also be reduced. Therefore, Lhx1 function is essential for specification of both the somatic and splanchnic intermediate mesoderm layers. Previously reported microarray data analysis on mouse *lhx1* mutant metanephric mesenchyme, identified genes that are involved in patterning of the nephric vesicle [64], [65]. By using *Xenopus* as a model, we have been able to study the process of specification of the intermediate mesoderm, a stage of kidney development that is difficult to gain access to in mice, and that was not analyzed by the previous microarray studies. Taken together, our microarray analysis results indicate that Lhx1 is involved in specification of the entire kidney field. 

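Genes of the differentiated pronephric tubule did not move as a group in these caps. The paper places the first pronephric transcripts of the sodium pump subunit beta1 at a later stage than the harvest of the caps. A tubule gene that starts so late cannot show here whether kidney tissue was induced or lost. Atp6v1b1, the gene of a proton pump subunit that is also found in ionocytes of the epidermis, had a signal of 1756 ± 579 (SD, n = 3 arrays) on the AcRA arrays and 15.3 ± 19.1 (SD, n = 3) on the arrays labelled lhx1-AS/AcRA, and fell by 7.78 on the log2 scale (standard error 0.84, limma adjusted p = 8.47e-05, lower in 3 of 3 experiments). Of 9 measured tubule genes it alone passed in that comparison (0 higher and 1 lower also adjusted over the list alone). Atp1b1, the gene of the sodium pump subunit beta1, had a log2 fold change of 0.64 (standard error 0.32, limma adjusted p = 0.254, and 0.0368 with the experiment as a block, higher in 3 of 3 experiments). From C to AcRA caps atp1b1 had -0.70 (standard error 0.32, limma adjusted p = 0.297, and 0.0363 with the experiment as a block, lower in 3 of 3 experiments). The amino acid transporter gene slc7a8 had a log2 fold change of 1.09 from C to AcRA caps (standard error 0.36, limma adjusted p = 0.108, and 0.0252 with the experiment as a block, higher in 3 of 3 experiments). Without the block 0 of the 9 tubule genes passed from C to AcRA caps (1 higher and 1 lower adjusted over the list alone, 1 and 2 at an unadjusted p under 0.05). The list had an adjusted p = 0.901 in that comparison and 0.944 from AcRA to lhx1-AS/AcRA by limma's camera, and 0.716 and 0.796 by its fry test. Its median from AcRA to lhx1-AS/AcRA was -0.0016 and its mean -0.71, while camera ranked it higher.
For the early kidney regulators, the difference between the AcRA responses of injected and uninjected caps had an adjusted p = 0.955 from limma's camera, and 0 of 20 genes passed (1 higher and 0 lower adjusted over the list alone, 3 and 2 at an unadjusted p under 0.05). In embryos depleted of lhx1, fixed at later stages than these caps, the paper saw altered expression in every tubule segment, and less wt1. It takes its array results as pointing to a part of lhx1 in specifying the whole kidney field.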

Further studies will be needed to identify additional factors that drive the process of regional kidney tissue induction in an Lhx1 competent kidney field.

## Methods

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol (0812734A-2) was approved by the Institutional Animal Care and Use Committee of the University of Pittsburgh (Animal Welfare Assurance Number: A3187-01).

### *Xenopus* embryo manipulations and microinjections

*Xenopus laevis* embryos were obtained by artificial fertilization, maintained in 0.2× MMR and staged as previously described [5]. mRNA and/or *lhx1-AS* were co-injected with either fluorescein dextran or rhodamine dextran. Synthesis of LL-CA, LL-VP16 and zebrafish *lhx1* mRNAs were made using the SP6 mMessage mMachine kit (Ambion). For *lhx1* over-expression studies, 200–1200 pg of LL-CA or 50–300 pg of LL-VP16 were injected into one of the V2 blastomeres (1xV2) at the 8-cell stage. *Lhx1-AS* and *ctrl-AS* synthesis, sequence and specificity have been previously described [22], [45]. For *lhx1*-depletion experiments, 8-cell embryos were injected (1xV2) with 100–400 pg of *lhx1-AS* or *ctrl-AS*. For rescue experiments, 300 pg of *lhx1-AS* were coinjected with 25 pg of zebrafish *lhx1* mRNA into 8-cell embryos (1xV2). For temporally-controlled activation of Lhx1, the glucocorticoid receptor (GR) ligand-binding domain [66] was fused to the 3′ end of the LL-VP16 construct (LL-VP16-GR). 8-cell stage embryos were injected with 200 pg of LL-VP16-GR (1xV2). Injected embryos were treated with 10mM of dexamethasone (Dex) at indicated stages. For the cell proliferation studies, 200 pg of LL-VP16 were injected into 8-cell embryos (1xV2), and these embryos were subsequently treated with hydroxyurea and aphidicolin (HUA) from stage 10.5 as previously described [44].

### *In situ* hybridization and immunostaining

Whole-mount *in situ* hybridization was carried out as previously described [67]. The *pax8* construct, a gift from Tom Carroll, was linearized with the restriction enzyme *Not*I and transcribed with T7 to generate an antisense probe. The *myoD* and *scl* constructs were linearized with *Sal*I and transcribed with T7 to generate antisense probes. A *β1-NaK-ATPase* construct, gift from Oliver Wessely, was linearized with *EcoR*I and transcribed with T7 for an antisense probe. All other constructs used for probe synthesis were full-length cDNA or EST image clones obtained from Open Biosystems (http://openbiosystems.com/) and verified by sequencing. Whole-mount *in situ* hybridizations were developed using BM Purple AP Substrate (Roche). For whole-mount immunostaining, *Xenopus* embryos were fixed in Dent's (4∶1 methanol∶DMSO) for 4 hr at RT. After fixation embryos were washed with 100% methanol followed by rehydration. After incubation in blocking solution, embryos were transferred to a solution with 3G8 and/or 4A6 monoclonal antibody [42] followed by incubation with anti-mouse alkaline phosphatase IgG (Sigma) and developed using SIGMA*FAST* fast red tablets (Sigma). Monoclonal MZ15 and 12/101 antibodies were purchased from the Developmental Studies Hybridoma Bank. For double labeling experiments, embryos were fixed in MEMFA and processed for *in situ* hybridization followed by immunostaining. Monoclonal anti-phospho-Histone H3 antibody was purchased from Abcam. For transverse sections, the *in situ* hybridization processed embryos were embedded in low melting point agarose (Sigma, A0701) and then sectioned at 50 µm using a Vibratome (Leica VT1000 Series) [68].

### Explants assay

2-cell *Xenopus* embryos were injected at the animal pole with 800 pg of lhx1-AS and allowed to develop until stage 8–9, at which time the animal caps were dissected and cultured in 1× Danilchik's solution with 1×10^−4^ M RA and 10 ng/ml Activin when required [51]. Explants were cultured until the appropriate stage (described in the text) at which time they were assayed for pronephric kidney induction by RT-PCR or processed for microarray assays.

### RNA extraction and RT-PCR

Total RNA was extracted followed by cDNA synthesis and PCR as previously described [69]. The following PCR primers were used: *EF1a*forward primer,5′-CAGATTGGTGCTGGATATGC-3′; reverse primer, 5′-CACTGCCTTGATGACTCCTA-3′ [70], *Pax8* forward primer, 5′-CCAACAGCAGCATCAGATC-3′; reverse primer, 5′-CAATGACACCTGGCCGGATA-3′

### Microarray analysis

A total of 12 caps were pooled for each RNA preparation and the analysis was performed in triplicate. Total RNA was extracted from animal caps with the TRIzol (Invitrogen) isopropanol method, and purified with the RNeasy Kit (Qiagen). The biotin-labeled cDNA probe was generated using the Ovation Biotin system kit (NeuGen). Affymetrix GeneChip *Xenopus laevis* Genome Array (1st generation) was used for this assay. Hybridization, staining, and scanning were performed according to the instructions from Affymextrix. The signals were quantified, and normalized by GCOS (Affymetrix). Average signal value, *t*-test, and fold change were analyzed using JMP Statistical Discovery Software, (http://www.jmp.com/). Three replicates for each sample type were averaged, and probe sets showing differences with a *p* value smaller than 0.05 and fold value larger than 4-fold up or 2-fold down were considered as ‘change’ and selected for further study. The microarray data is MIAME compliant and the raw data has been deposited in the GEO database at NCBI (GSE24392).

## Supporting Information

Figure S1 ***Lhx1*** **and** ***pax8*** **expression in** ***Xenopus*** **embryos.** Expression of *lhx1* (**A–E**) and *pax8* (**F–J**) was visualized by *in situ* hybridization. The intermediate mesoderm (S12.5, S15) (**A, B, F, G**) and subsequent kidney field (S19.5, S21, S32) (**C–E, H–J**) are highlighted with black brackets.
(TIF)

Figure S2 **Dose-dependent expansion of the kidney field induced by LL-CA.** Embryos were injected (1xV2) with different doses of LL-CA mRNA at the 8-cell stage. (**A–C, E, F, H, I, K, L**) *In situ* hybridization of embryos at stage 20 for the early pronephric marker *pax8*. (**D, G, J, M**) Visualization of the injected side (asterisk) by the presence of fluorescein dextran. (**A**) Uninjected embryo. (**B–D**) Control and injected (200 pg) sides of the same embryo are shown. (**D**) Expansion of *pax8* expression was observed in 39% of the embryos (n = 31). (**E–G**) Control and injected (400 pg) sides of the same embryo are shown. (**F**) Expansion of *pax8* expression was observed in 42% of the embryos (n = 33). (**H–J**) Control and injected (800 pg) sides of the same embryo are shown. (**I**) Expansion of *pax8* expression was observed in 62% of the embryos (n = 34). (**K–M**) Control and injected (1200 pg) sides of the same embryo are shown. (**L**) Expansion of *pax8* expression was observed in 82% of the embryos (n = 33). (**N**) Bar graph with the percentage embryos injected with the different doses of LL-CA that showed expansion of *pax8* expression.
(TIF)

Figure S3 **Dose-dependent expansion of the kidney field induced by LL-VP16.** Embryos were injected (1xV2) with different doses of LL-VP16 mRNA at the 8-cell stage. (**A–C, E, F, H, I, K, L**) *In situ* hybridization of embryos at stage 20 for the early pronephric marker *pax8*. (**D, G, J, M**) Visualization of the injected side (asterisk) by the presence of fluorescein dextran. (**A**) Uninjected embryo. (**B–D**) Control and injected (50 pg) sides of the same embryo are shown. (**E–G**) Control and injected (100 pg) sides of the same embryo are shown. (**H–J**) Control and injected (200 pg) sides of the same embryo are shown. (**K–M**) Control and injected (300 pg) sides of the same embryo are shown. (**L**) Expansion of *pax8* expression was observed in 93% of the embryos (n = 27). Arrow indicates the misshapen kidney field.
(TIF)

Figure S4 **Analysis of secondary axis formation.** Embryos were injected (1xV2) with 200 pg of LL-VP16-GR mRNA at the 8-cell stage. (**A–L**) *In situ* hybridization for *pax8* of embryos at stage 31, followed by 12/101 whole-mount immunostaining. (**A, C, E, G, I, K**) Uninjected embryos. (**B, D, F, H, J, L**) Injected embryos. Activation of LL-VP16-GR was controlled by addition of dexamethasone (Dex) at specified stages. Dex was added to uninjected and injected embryos at: (**A, B**) stage 10; (**C, D**) stage 12.5; (**E, F**) stage 15; (**G, H**) stage 18; (**I, J**) stage 21; (**K, L**) stage 24.
(TIF)

Figure S5 **Dose-dependent reduction of the kidney field induced by** ***lhx1*** **depletion.** Embryos were injected (1xV2) with different doses of *lhx1-AS* at the 8-cell stage. (**A–C, E, F, H, I, K, L**) *In situ* hybridization of embryos at stage 20 for the early pronephric marker *pax8*. (**D, G, J, M**) Visualization of the injected side (asterisk) by the presence of fluorescein dextran. (**A**) Uninjected embryo. (**B–D**) Control and injected (100 pg) sides of the same embryo are shown. (**E–G**) Control and injected (200 pg) sides of the same embryo are shown. (**H–J**) Control and injected (300 pg) sides of the same embryo are shown. (**I**) Reduction of *pax8* expression was observed in 47% of the embryos and absence in 53% of the embryos (n = 34). (**K–M**) Control and injected (400 pg) sides of the same embryo areshown.
(TIF)

Figure S6 **Depletion of** ***lhx1*** **in explants for microarray analysis.** (**A**) RT-PCR analysis on lhx1-AS-injected animal caps (AC) treated with Activin and retinoic acid (AcRA). Induction of *pax8* expression in animal caps at stage 15 by AcRA is inhibited by injection of 800 pg of *lhx1-AS*. WE: whole embryos. RT-PCR controls: -RNA, -RT and -cDNA. *EF1α* was used as loading control. (**B**) Schematic of the procedure followed for the microarray analysis of animal caps. 2-cell embryos were injected in both blastomeres with a total of 800 pg of *lhx1-AS*. Embryos injected with *lhx1-AS* and uninjected were cultured until blastula stage (stage 8/9) when animal caps were dissected and cultured until stage 13.5/14 in the presence or absence of AcRA in the media. C: untreated animal caps.
(TIF)

Figure S7 **Probe sets showing up-regulated expression in the AcRA treated caps and down-regulated expression in injected** ***lhx1-AS*** **/AcRA caps.** Those genes in bold were found to be expressed in the kidney. Fold increase, refers to the relative increase in gene expression in AcRA vs untreated explants. Fold decrease, refers to the relative decrease in gene expression in *lhx1-AS*/AcRA vs AcRA explants. Abbreviation: WMIH, whole-mount *in situ* hybridization.
(PDF)

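The folds of Fig. S7 were on the scale of ratios of mean signals. For fst, the ratio of the mean AcRA signal to the mean C signal was 16.7 and the ratio of the AcRA mean to the mean of the arrays labelled lhx1-AS/AcRA was 4.28. For sparc these ratios were 10.4 and 14.2, for pax2 4.15 and 2.65, and for hoxb4 79.9 and 4.07. Of 23 entries with a fold increase of at least 20 in the figure, all 23 had a probe set on the array whose ratios of mean signals matched both folds, to rounding or within a relative tolerance of 0.05. With ratios of mean log2 signals, 7 of the 23 did. The values of genes named elsewhere as log2 fold changes are differences of mean log2 signals.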

Figure S8 **Expression of kidney genes identified from the microarray analysis.** Whole-mount *in situ* hybridization of stage 32 embryos was performed. Expression was found in different domains of the pronephric kidney: proximal tubule (PT), early distal tubule (EDT), distal tubule (DT), and connecting tubule (CT). (**A, B, H–L**) Genes with expression in the PT. (**C–L**) Genes with expression in the EDT. (**E–L**) Genes with expression in the DT. (**M**) Gene with expression in the CT.
(TIF)

## References

[1] Bouchard M, Souabni A, Mandler M, Neubuser A, Busslinger M (2002). Nephric lineage specification by Pax2 and Pax8.. Genes Dev.

[2] James RG, Schultheiss TM (2003). Patterning of the avian intermediate mesoderm by lateral plate and axial tissues.. Dev Biol.

[3] Mauch TJ, Yang G, Wright M, Smith D, Schoenwolf GC (2000). Signals from trunk paraxial mesoderm induce pronephros formation in chick intermediate mesoderm.. Dev Biol.

[4] Dressler GR (2006). The cellular basis of kidney development.. Annu Rev Cell Dev Biol.

[5] Nieuwkoop PD, Faber J (1994). Normal table of Xenopus Laevis.

[6] Herzlinger D (1995). Inductive interactions during kidney development.. Semin Nephrol.

[7] Serluca FC, Fishman MC (2001). Pre-pattern in the pronephric kidney field of zebrafish.. Development.

[8] Guillaume R, Bressan M, Herzlinger D (2009). Paraxial mesoderm contributes stromal cells to the developing kidney.. Dev Biol.

[9] Seufert DW, Brennan HC, DeGuire J, Jones EA, Vize PD (1999). Developmental basis of pronephric defects in Xenopus body plan phenotypes.. Dev Biol.

[10] Cartry J, Nichane M, Ribes V, Colas A, Riou JF (2006). Retinoic acid signalling is required for specification of pronephric cell fate.. Dev Biol.

[11] Mendelsohn C, Lohnes D, Decimo D, Lufkin T, LeMeur M (1994). Function of the retinoic acid receptors (RARs) during development (II). Multiple abnormalities at various stages of organogenesis in RAR double mutants.. Development.

[12] Wingert RA, Davidson AJ (2008). The zebrafish pronephros: a model to study nephron segmentation.. Kidney Int.

[13] Osafune K, Nishinakamura R, Komazaki S, Asashima M (2002). In vitro induction of the pronephric duct in Xenopus explants.. Dev Growth Differ.

[14] James RG, Schultheiss TM (2005). Bmp signaling promotes intermediate mesoderm gene expression in a dose-dependent, cell-autonomous and translation-dependent manner.. Dev Biol.

[15] Dawid IB, Breen JJ, Toyama R (1998). LIM domains: multiple roles as adapters and functional modifiers in protein interactions.. Trends Genet.

[16] Dawid IB, Toyama R, Taira M (1995). LIM domain proteins.. C R Acad Sci III.

[17] Agulnick AD, Taira M, Breen JJ, Tanaka T, Dawid IB (1996). Interactions of the LIM-domain-binding factor Ldb1 with LIM homeodomain proteins.. Nature.

[18] Breen JJ, Agulnick AD, Westphal H, Dawid IB (1998). Interactions between LIM domains and the LIM domain-binding protein Ldb1.. J Biol Chem.

[19] Taira M, Jamrich M, Good PJ, Dawid IB (1992). The LIM domain-containing homeo box gene Xlim-1 is expressed specifically in the organizer region of Xenopus gastrula embryos.. Genes Dev.

[20] Harland R, Gerhart J (1997). Formation and function of Spemann's organizer.. Annu Rev Cell Dev Biol.

[21] Lemaire P, Kodjabachian L (1996). The vertebrate organizer: structure and molecules.. Trends Genet.

[22] Hukriede NA, Tsang TE, Habas R, Khoo PL, Steiner K (2003). Conserved requirement of Lim1 function for cell movements during gastrulation.. Dev Cell.

[23] Kodjabachian L, Karavanov AA, Hikasa H, Hukriede NA, Aoki T (2001). A study of Xlim1 function in the Spemann-Mangold organizer.. Int J Dev Biol.

[24] Barnes JD, Crosby JL, Jones CM, Wright CV, Hogan BL (1994). Embryonic expression of Lim-1, the mouse homolog of Xenopus Xlim-1, suggests a role in lateral mesoderm differentiation and neurogenesis.. Dev Biol.

[25] Carroll TJ, Vize PD (1999). Synergism between Pax-8 and lim-1 in embryonic kidney development.. Dev Biol.

[26] Swanhart LM, Takahashi N, Jackson RL, Gibson GA, Watkins SC (2010). Characterization of an lhx1a transgenic reporter in zebrafish.. Int J Dev Biol.

[27] Toyama R, Dawid IB (1997). lim6, a novel LIM homeobox gene in the zebrafish: comparison of its expression pattern with lim1.. Dev Dyn.

[28] Tsang TE, Shawlot W, Kinder SJ, Kobayashi A, Kwan KM (2000). Lim1 activity is required for intermediate mesoderm differentiation in the mouse embryo.. Dev Biol.

[29] Taira M, Otani H, Jamrich M, Dawid IB (1994). Expression of the LIM class homeobox gene Xlim-1 in pronephros and CNS cell lineages of Xenopus embryos is affected by retinoic acid and exogastrulation.. Development.

[30] Chan TC, Takahashi S, Asashima M (2000). A role for Xlim-1 in pronephros development in Xenopus laevis.. Dev Biol.

[31] Diep CQ, Ma D, Deo RC, Holm TM, Naylor RW (2011). Identification of adult nephron progenitors capable of kidney regeneration in zebrafish.. Nature.

[32] Fujii T, Pichel JG, Taira M, Toyama R, Dawid IB (1994). Expression patterns of the murine LIM class homeobox gene lim1 in the developing brain and excretory system.. Dev Dyn.

[33] Shawlot W, Behringer RR (1995). Requirement for Lim1 in head-organizer function.. Nature.

[34] Kobayashi A, Kwan KM, Carroll TJ, McMahon AP, Mendelsohn CL (2005). Distinct and sequential tissue-specific activities of the LIM-class homeobox gene Lim1 for tubular morphogenesis during kidney development.. Development.

[35] Pedersen A, Skjong C, Shawlot W (2005). Lim 1 is required for nephric duct extension and ureteric bud morphogenesis.. Dev Biol.

[36] Agrawal R, Tran U, Wessely O (2009). The miR-30 miRNA family regulates Xenopus pronephros development and targets the transcription factor Xlim1/Lhx1.. Development.

[37] Brandli AW (1999). Towards a molecular anatomy of the Xenopus pronephric kidney.. Int J Dev Biol.

[38] Brennan HC, Nijjar S, Jones EA (1998). The specification of the pronephric tubules and duct in Xenopus laevis.. Mech Dev.

[39] Wu G, Bohn S, Ryffel GU (2004). The HNF1beta transcription factor has several domains involved in nephrogenesis and partially rescues Pax8/lim1-induced kidney malformations.. Eur J Biochem.

[40] Huang S, Johnson KE, Wang HZ (1998). Blastomeres show differential fate changes in 8-cell Xenopus laevis embryos that are rotated 90 degrees before first cleavage.. Dev Growth Differ.

[41] Raciti D, Reggiani L, Geffers L, Jiang Q, Bacchion F (2008). Organization of the pronephric kidney revealed by large-scale gene expression mapping.. Genome Biol.

[42] Vize PD, Jones EA, Pfister R (1995). Development of the Xenopus pronephric system.. Dev Biol.

[43] Smith JC, Watt FM (1985). Biochemical specificity of Xenopus notochord.. Differentiation.

[44] Harris WA, Hartenstein V (1991). Neuronal determination without cell division in Xenopus embryos.. Neuron.

[45] Dagle JM, Weeks DL (2001). Oligonucleotide-based strategies to reduce gene expression.. Differentiation.

[46] Eid SR, Brandli AW (2001). Xenopus Na,K-ATPase: primary sequence of the beta2 subunit and in situ localization of alpha1, beta1, and gamma expression during pronephric kidney development.. Differentiation.

[47] Ariizumi T, Asashima M (2001). In vitro induction systems for analyses of amphibian organogenesis and body patterning.. Int J Dev Biol.

[48] Green JB, Smith JC (1990). Graded changes in dose of a Xenopus activin A homologue elicit stepwise transitions in embryonic cell fate.. Nature.

[49] Chan TC, Ariizumi T, Asashima M (1999). A model system for organ engineering: transplantation of in vitro induced embryonic kidney.. Naturwissenschaften.

[50] Moriya N, Komazaki S, Takahashi S, Yokota C, Asashima M (2000). In vitro pancreas formation from Xenopus ectoderm treated with activin and retinoic acid.. Dev Growth Differ.

[51] Moriya N, Uchiyama H, Asashima M (1993). Induction of pronephric tubules by activin and retinoic acid in presumptive ectoderm of Xenopus laevis.. Development, Growth and Differenciation.

[52] Brennan HC, Nijjar S, Jones EA (1999). The specification and growth factor inducibility of the pronephric glomus in Xenopus laevis.. Development.

[53] Godsave S, Dekker EJ, Holling T, Pannese M, Boncinelli E (1994). Expression patterns of Hoxb genes in the Xenopus embryo suggest roles in anteroposterior specification of the hindbrain and in dorsoventral patterning of the mesoderm.. Dev Biol.

[54] Plaisier E, Ribes D, Ronco P, Rossert J (2005). Identification of two candidate collecting duct cell-specific cis-acting elements in the Hoxb-7 promoter region.. Biochim Biophys Acta.

[55] Vogels R, Charite J, de Graaff W, Deschamps J (1993). Proximal cis-acting elements cooperate to set Hoxb-7 (Hox-2.3) expression boundaries in transgenic mice.. Development.

[56] Vize PD, Seufert DW, Carroll TJ, Wallingford JB (1997). Model systems for the study of kidney development: use of the pronephros in the analysis of organ induction and patterning.. Dev Biol.

[57] Carroll TJ, Vize PD (1996). Wilms' tumor suppressor gene is involved in the development of disparate kidney forms: evidence from expression in the Xenopus pronephros.. Dev Dyn.

[58] Wingert RA, Selleck R, Yu J, Song HD, Chen Z (2007). The cdx genes and retinoic acid control the positioning and segmentation of the zebrafish pronephros.. PLoS Genet.

[59] Wilm B, James RG, Schultheiss TM, Hogan BL (2004). The forkhead genes, Foxc1 and Foxc2, regulate paraxial versus intermediate mesoderm cell fate.. Dev Biol.

[60] Slack JM (1993). Embryonic induction.. Mech Dev.

[61] Drews C, Senkel S, Ryffel GU (2011). The nephrogenic potential of the transcription factors osr1, osr2, hnf1b, lhx1 and pax8 assessed in Xenopus animal caps.. BMC Dev Biol.

[62] Dale L, Slack JM (1987). Fate map for the 32-cell stage of Xenopus laevis.. Development.

[63] Carroll TJ, Wallingford JB, Vize PD (1999). Dynamic patterns of gene expression in the developing pronephros of Xenopus laevis.. Dev Genet.

[64] Chen YT, Kobayashi A, Kwan KM, Johnson RL, Behringer RR (2006). Gene expression profiles in developing nephrons using Lim1 metanephric mesenchyme-specific conditional mutant mice.. BMC Nephrol.

[65] Potter SS, Hartman HA, Kwan KM, Behringer RR, Patterson LT (2007). Laser capture-microarray analysis of Lim1 mutant kidney development.. Genesis.

[66] Kolm PJ, Sive HL (1995). Efficient hormone-inducible protein function in Xenopus laevis.. Dev Biol.

[67] Gawantka V, Pollet N, Delius H, Vingron M, Pfister R (1998). Gene expression screening in Xenopus identifies molecular pathways, predicts gene function and provides a global view of embryonic patterning.. Mech Dev.

[68] Cho GS, Choi SC, Park EC, Han JK (2011). Role of Tbx2 in defining the territory of the pronephric nephron.. Development.

[69] Barnett MW, Old RW, Jones EA (1998). Neural induction and patterning by fibroblast growth factor, notochord and somite tissue in Xenopus.. Dev Growth Differ.

[70] Mohun TJ, Taylor MV, Garrett N, Gurdon JB (1989). The CArG promoter sequence is necessary for muscle-specific transcription of the cardiac actin gene in Xenopus embryos.. EMBO J.

# Supplementary material for: Lhx1 Is Required for Specification of the Renal Progenitor Cell Field
**Source:** PLoS One. 2011 Apr 15;6(4):e18858. doi: 10.1371/journal.pone.0018858
**Supplement:** Figure S7 — Probe sets showing up-regulated expression in the AcRA treated caps and down-regulated expression in injected lhx1-AS /AcRA caps. Those genes in bold were found to be expressed in the kidney. Fold increase, refers to the relative increase in gene expression in AcRA vs untreated explants. Fold decrease, refers to the relative decrease in gene expression in lhx1-AS/AcRA vs AcRA explants. Abbreviation: WMIH, whole-mount in situ hybridization.

<i>Gene Name/GenBank ID</i>	<i>Fold Increase</i>	<i>Fold decrease</i>	<i>WMIH</i>
Protocadherin PCNS	207	4	+
Teashirt zinc finger homeobox 3	162	4	+
**Caudal type homeo box 4**	133	6	+
BM179670	127	5	+
Wingless-type MMTV integration site family, m	117	4	+
Lap106 mRNA	99	19	+
MGC84445	90	5	+
Xcad1	86	6	+
**MGC131119 (Homeobox B4 like)**	80	4	+
**Homeobox B8 like**	75	5	+
**BJ087999**	70	13	+
Paired box 3	48	4	+
AW460602	44	2	+
Thylacine 1	34	2	+
**Marginal coil Xmc**	26	8	+
MGC131003	25	3	+
Factor I C3b/C4b inactivator (Cfi)	24	3	+
Microfibrillar-associated protein 2	23	7	+
BF048418	22	4	+
**BG885063 (Neuropilin 1 like)**	22	14	+
BJ091281	21	4	-
AFFX-XI-a1Act-3_s_at	20	30	-
Axin-related protein	20	3	+
Wingless-type MMTV integration site family, m	19	27	-
**cDNA clone IMAGE:6949617 (hypothetical)**	18	5	+
cDNA clone MGC:98998 IMAGE:5513759	17	3	+
**Follistatin**	17	4	+
BJ077645	16	4	+
BI350356	13	2	+
BG346022	12	6	-
Kringle containing transmembrane protein 2	12	5	+
BJ056491	11	7	+
XMeis1-3	11	6	+
BJ044843	11	7	-
LOC446245	11	7	+
Secreted protein, acidic, cysteine-rich	10	14	+
Myosin light chain	10	4	-
BG579880	10	3	+
CDNA clone MGC:82481	9	7	+
**ecto-NOX disulfide-thiol exchanger 1**	8	5	+
BJ083371	8	10	+
**Riddle 2**	8	3	+
BG161264	8	5	-
Collagen, type II, alpha 1	8	8	+
LOC734178	8	6	+
Wingless-type MMTV integration site family, m	8	11	+
**Homeobox B7**	8	2	+
BG730739	8	8	-

Fibrillin 1	7	3	+
BJ047004	7	24	-
BJ078265	7	3	+
**N-cadherin 5' non-coding region**	7	4	+
BJ079589	7	5	+
Retinoic acid receptor, alpha	6	3	+
MGC81784 protein	6	3	+
BJ075680	6	7	+
BE490942	6	2	-
Homeobox A3	6	3	+
**BF428441 (PTPRF binding protein 2 like)**	6	7	+
BI447733	6	2	-
**BG020018 (Rho/GEF domain like)**	5	2	+
MGC53495	5	4	+
AW766736	5	16	-
**BM260404 (Cnpr05 mRNA)**	5	3	+
**BQ400974 (Laminin beta-1 chain precurs**	5	2	+
Zinc finger protein GLI4	5	3	+
Fibroblast growth factor receptor 1	5	2	+
**Ephrin-A3**	5	3	+
BJ085082	5	11	-
LOC733321	5	7	+
CB564510	5	7	-
BG347424	5	13	-
CB756533	5	4	-
MGC84737 protein	4	2	+
BG345987	4	3	-
XMeis1-2	4	3	+
**Paired box gene 2**	4	3	+
LIN-28 like	4	2	+
Meso05 mRNA	4	3	+
SRY (sex determining region Y)-box 12	4	3	+
Spondin-2	4	7	+
Syntaxin binding protein 1	4	20	+

How the deposited data were processed for this re-analysis (not part of the article)

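RNA of Xenopus animal caps was compared in 4 groups of 3 arrays each, namely untreated caps (C), caps treated with activin and retinoic acid (AcRA), untreated caps of embryos injected with the antisense oligonucleotide lhx1-AS, and caps of injected embryos treated with AcRA (lhx1-AS/AcRA). Each group holds 1 array of each of experiments I, II and III. The labels of the series gave the groups and the experiment numbers. The table held 12 samples, no column of another sample and no 2 arrays with identical values.
The authors computed and deposited each probe set's intensity as a linear GCOS signal, scaled on each array to a common mean after trimming 2% at each end, with no detection calls. No log transform had been applied and no probe set left out. The GCOS version is not given in the sources used here.
From these values, 555 signals under 1 (0.298% of all) were set to 1 and log2 was taken. Of 15611 probe sets, 108 control probe sets were left out and 15503 were tested. Gene symbols came from the array's annotation, with 1 symbol for 9304 probe sets, several for 195 and none for 6112, and 2 symbols were updated. Removing the homeolog ending left 6486 gene names. Groups were compared with limma 3.58.1 in R 4.3.3, with a linear model of the 4 group means, a variance trend with mean signal, and the adjustment of Benjamini and Hochberg at 0.05. The comparisons were AcRA with C, lhx1-AS/AcRA with AcRA, lhx1-AS with C, lhx1-AS/AcRA with lhx1-AS, and the difference between the AcRA responses of injected and uninjected caps. Errors of log2 fold changes are limma's standard errors, and errors of signals are standard deviations of 3 arrays.
The selection described in the paper was taken as a fold of at least 4 in AcRA over C, a fold of at most 0.5 in lhx1-AS/AcRA over AcRA, both from mean log2 values with an unadjusted limma p under 0.05, and a ratio of lhx1-AS to C between 0.5 and 1.5. The share of the AcRA response kept with lhx1-AS was computed in experiments other than the one that selected the probe sets.
In total, 16 gene lists were tested with camera of limma at a preset correlation of 0.01, with a gene represented by its probe set of highest mean log2 signal. The lists were early kidney regulators, differentiated pronephric tubule, glomerulus, paraxial mesoderm and muscle, early mesoderm, organizer and axial mesoderm, endoderm, lateral plate with blood and heart, Hox genes, retinoic acid pathway, neural and neural crest, epidermis and cilia, cement gland, Wnt pathway, extracellular matrix, and housekeeping. Their p-values were adjusted over the 16 lists.
Named genes were chosen by a rule of 3 parts. These were the genes the paper names for the explants or as kidney markers, with the entries of Fig. S7 that could be matched, the 10 probe sets per comparison with the largest change among those called, bright and changed 1 way in all experiments, and up to 4 members of each list with at least 1 that did not pass. Fold values printed in Fig. S7 were seen before this rule was written.
Whether the experiment numbers pair the arrays was checked on deviations from group means. The 18 pairs of arrays of different groups with the same number had correlations of 0.152 to 0.269, and the other 36 pairs of arrays of different groups -0.190 to -0.0037, so the experiments pair the arrays and values with the experiment as a block are given where they change a call.
The alternatives were the experiment as a block, quantile normalization, scaling to 1 median, adding 16 or 64 to the signal, leaving out the dimmest 40% of probe sets, no variance trend, a model of the compared groups only, the methods' t-test, other readings of the selection, an estimated correlation or fry for lists, every probe set of a gene, and leaving out each array in turn. Leaving out arrays for the list tests and 24 further readings of the selection were added after the data had been seen.
The model was tested on simulated data with the spread that limma estimated from these arrays. For each comparison only 67, 67 and 66 probe sets were changed, by 1, 2 and 3 on the log2 scale. The shares called therefore need not hold for the real data, where more probe sets were called. At a change of 1 on the log2 scale it called 10.4% of changed probe sets in AcRA against C, at 2 it called 41.8% and at 3 it called 68.2%, and for the difference of responses 0, 17.9 and 42.4%, with 6 unchanged probe sets called in AcRA against C.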

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

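The tests of the probe position, and of scaling, epidermal share and dependence on AcRA for the organizer, endoderm and epidermis genes, were chosen only after the result was seen.
The targeted gene lhx1 was not lower on the arrays labelled lhx1-AS/AcRA than on the AcRA arrays (log2 fold change 1.06, standard error 1.05, limma adjusted p = 0.620, higher in 3 of 3 experiments). Exchanged labels of the AcRA and lhx1-AS/AcRA arrays would turn around the effect of lhx1-AS in AcRA caps, and the correlation across probe sets of lhx1-AS minus C with lhx1-AS/AcRA minus AcRA was 0.471 (0.263, 0.257 and 0.344 in experiments I, II and III), which argues against that exchange alone. An exchange of injected and uninjected labels in both pairs would leave this sign as it is and stays open. The paper's RT-PCR of pax8 in caps runs the way the labels say, which does not settle it. On the arrays pax8 had -0.87 (limma adjusted p = 0.681). Of genes reduced in the paper's embryos, fst and pax2 were lower here in 3 of 3 experiments, without passing. They had -2.30 and -1.45 (standard error 0.91, limma adjusted p = 0.144, and standard error 0.64, limma adjusted p = 0.193). Fig. S7 chose both on these arrays for being lower, so their direction does not bear on the labels. Wt1 had -0.27 (limma adjusted p = 0.906) and atp1b1 had 0.64 (limma adjusted p = 0.254). The paper scored wt1 and atp1b1 in embryos at later stages than these caps, so these values do not bear on the labels either. The lhx1 probe set may read a part of the RNA that the oligonucleotide leaves, which stays open because the change of 1.06 rests on 1 probe set and the positions are not given in the sources used here.
At the authors' scaling more probe sets were lower than higher with lhx1-AS. After quantile normalization 63.9% of the calls were lower in lhx1-AS/AcRA against AcRA and 53.4% in lhx1-AS against C. With the arrays scaled to 1 median these were 50.0% (743 higher and 744 lower) and 37.3% (794 higher and 473 lower). The excess of lower calls therefore depends on the scaling, which cannot be told apart from a loss of RNAs, since no unscaled signal is held here. A biological loss of RNA in injected caps stays open.
Organizer genes were higher and epidermis genes lower on the arrays labelled lhx1-AS/AcRA than on the AcRA arrays, and endoderm genes were higher by limma's camera (adjusted p = 0.00574) but had an adjusted p = 0.139 with an estimated correlation. With an estimated correlation the organizer list had an adjusted p = 0.0467 and the epidermis list 0.0152 in limma's camera. With the arrays scaled to 1 median the organizer list had an adjusted p = 3.63e-05 and the epidermis list 5.45e-07 in limma's camera, which argues against the scaling as the whole cause. A smaller share of epidermal cells alone was taken to raise organizer and paraxial genes alike. The median of the organizer list exceeded that of the paraxial list by 2.43 (bootstrap standard error 1.05). This does not decide, since the bootstrap resampled genes of the same arrays, which are not independent. The genes of the 2 lists also need not be expressed in the remaining cells to the same degree. The response to lhx1-AS differed with AcRA, since the difference of AcRA responses had an adjusted p = 0.0270 with an estimated correlation for the organizer and endoderm lists and 0.0240 for the epidermis list in limma. This contrast had been seen with the pattern and describes it, and what brings it about stays open.
The AcRA response itself was called different between injected and uninjected caps for some probe sets. Chance is not excluded for their number, as given further on with the splits of the arrays. By limma the response was higher with lhx1-AS for 26 probe sets and lower for 42 (482 and 543 at an unadjusted p under 0.05). Among the probe sets that passed, were bright and had 1 sign in all experiments, the 10 largest differences were those of cebpa (7.19, standard error 0.85, limma adjusted p = 0.00124), lefty (6.94, standard error 1.12, limma adjusted p = 0.0128), gsc (6.31, standard error 1.2, limma adjusted p = 0.0399) and fzd8 (5.83, standard error 0.57, limma adjusted p = 0.000287), which were higher, and otogl2 (-5.48, standard error 0.97, limma adjusted p = 0.0227), krt70 (-4.93, standard error 0.80, limma adjusted p = 0.0128), vill (-4.92, standard error 0.66, limma adjusted p = 0.00367), rasd1 (-4.63, standard error 0.66, limma adjusted p = 0.00598), itln1 (-4.49, standard error 0.68, limma adjusted p = 0.00876) and fut6 (-4.40, standard error 0.73, limma adjusted p = 0.0149), which were lower. Only 1 probe set passed of the 2 each of cebpa, lefty and vill, the 3 each of gsc and fzd8, the 4 of otogl2 and the 5 of krt70. The other probe sets of gsc had 6.84 (limma adjusted p = 0.103) and 3.43 (limma adjusted p = 0.793) and the brightest one of krt70 had -2.19 (limma adjusted p = 0.557). Without a variance trend the adjusted p in limma was 0.0524 for vill, 0.102 for krt70, 0.135 for otogl2 and 0.1004 for gsc, itln1 and fut6. For fut6 it was 0.0552 with quantile normalization, 0.0531 without the C array of experiment I and 0.0520 without the AcRA array of experiment I. For gsc it was 0.0953 and 0.0703 without the C arrays of experiments I and II, 0.110, 0.0753 and 0.0677 without the AcRA arrays of experiments I, II and III, 0.0670 and 0.0821 without the lhx1-AS arrays of experiments I and III, and 0.0732 and 0.103 without the lhx1-AS/AcRA arrays of experiments II and III. For otogl2 it was 0.0552 with quantile normalization, 0.0625 and 0.0656 without the C arrays of experiments I and III, 0.0700 and 0.0633 without the AcRA arrays of experiments I and III, and 0.0549, 0.0559 and 0.0558 without the lhx1-AS arrays of experiments I, II and III.
Among the lists, the AcRA response was higher with lhx1-AS for organizer genes (adjusted p = 2.58e-07 from limma's camera, 3 of 21 genes higher and none lower, 8 and 1 adjusted over the list alone) and endoderm genes (adjusted p = 2.38e-05 from limma's camera, 0 of 15 passing, 6 higher and 1 lower adjusted over the list alone and at an unadjusted p under 0.05, fry adjusted p = 0.0189). It was lower for epidermis genes (adjusted p = 1.30e-05 from limma's camera, 4 of 23 lower and 1 higher, 9 and 1 adjusted over the list alone). For paraxial mesoderm and muscle genes the adjusted p was 0.00604 from limma's camera, and the adjusted p = 0.270 with an estimated correlation and 0.218 by fry (0 of 30 passing, 0 higher and 1 lower adjusted over the list alone, 0 and 6 at an unadjusted p under 0.05).
The paper does not report several genes that responded strongly. With AcRA these were cdx1 (log2 fold change 9.01), nat8.6 (8.65), pcdh8.2 (8.44), cyp26a1 (7.91 and 7.98 on 2 probe sets), pnhd (7.97), col9a1 (7.88) and hrg (7.64), each past 0.05 in limma in 3 of 3 experiments. On the arrays labelled lhx1-AS/AcRA against AcRA these were gsc (7.89, 6.92 and 6.34 on 3 probe sets), arr3 (6.58) and fzd8 (6.29), and on the lists 9 organizer and 4 endoderm genes were higher by limma (12 and 6 adjusted over the list alone).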

How the results depend on the processing

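The list tests without single arrays and 24 readings of the selection were chosen only after the result was seen. Of 228 gene results, 2898 settings gave the call reported, 83 gave a call where none was reported and 189 lost it, and for 80 list results these were 1111, 14 and 11, with none reversed, where signs that turn with neither value past the test count as kept. Dim signals limit the results, since adding 16 or 64 to the signal shrinks log2 fold changes of genes near the floor.
With the experiment as a block (replicate block), the higher and lower calls were 820 and 797 in AcRA against C, 1082 and 1851 in lhx1-AS/AcRA against AcRA, 1149 and 1609 in lhx1-AS against C, 983 and 1030 in lhx1-AS/AcRA against lhx1-AS, and 104 and 135 for the difference of responses. The block changed 17 of 308 gene and list calls. In AcRA against C the endoderm list was lost (adjusted p = 0.0867 in limma), and gained were myod1 (0.00876), msgn1 (0.0475), pax2 (0.0425), atp1b1 (0.0363), slc7a8 (0.0252), efna3 (0.0483), emx2 (0.0259), itln1 (0.0479) and dlx3 (0.0134). In lhx1-AS/AcRA against AcRA these were myod1 (0.0204), atp1b1 (0.0368), cdx4 (0.0148), rara (0.0435) and enox1 (0.0390), and for the difference of responses another probe set of gsc (0.0472) and the Hox list (0.0493). Without the block the Hox list had there an adjusted p = 0.0963 in limma's camera, an adjusted p = 0.743 with an estimated correlation and 0.750 by fry (0 of 19 genes passing, 0 higher and 1 lower adjusted over the list alone). The block changed no other call.
The endoderm list in AcRA against C (adjusted p = 0.0489 in limma's camera, 3 of 15 genes higher and none lower, 3 and none adjusted over the list alone) had an adjusted p = 0.184 with an estimated correlation, 0.0706 with quantile normalization, 0.0605 with 64 added, 0.305 without the C array of experiment II, and 0.0749 and 0.115 without the AcRA arrays of experiments I and II.
Scaled to 1 median, the higher calls were 743 in lhx1-AS/AcRA against AcRA and 794 in lhx1-AS against C, and 41 probe sets passed the selection. That scaling moved the median log2 fold change by 0.24 in both comparisons. Without a variance trend, 272 were higher in lhx1-AS/AcRA against AcRA, 156 higher and 414 lower in lhx1-AS against C, and 13 and 7 for the difference of responses. In a model of the compared groups only, 232 were higher in lhx1-AS against C. By the methods' t-test at an unadjusted p under 0.05 the higher and lower calls, in the order above, were 1165 and 1142, 1287 and 1824, 1149 and 1466, and 1032 and 1061, and after Benjamini-Hochberg adjustment 36 and 24, 0 and 0, 0 and 0, and 31 and 15, beside limma's 419 and 1076 and 391 and 693 where it gave 0. For the difference of responses, 57 were higher with 16 added, and 87 higher and 83 lower with 64 added.
The selection passed 34 probe sets with dim ones left out, 18 with adjusted p-values, 110 without a p criterion, 143 without a criterion on lhx1-AS over C and 110 where lhx1-AS against C was not past an unadjusted p. Of the readings added later, 31, 33, 20, 37, 35, 42 and 25 lay more than 1.5 times from 64. The share kept was 76.3% with 16 added, 77.7% with 64 added and 82.7% with dim probe sets left out.
Leaving out 1 array gave 336 to 423 higher and 227 to 319 lower in AcRA against C, 204 to 347 and 593 to 903 in lhx1-AS/AcRA against AcRA, 141 to 441 and 309 to 813 in lhx1-AS against C, 469 to 605 and 473 to 610 in lhx1-AS/AcRA against lhx1-AS, and 43 to 67 in the selection. For the difference of responses, 15 to 30 were higher, with 15, 16, 16, 15, 17 and 16 without C I, C III, AcRA I, AcRA III, lhx1-AS III and lhx1-AS/AcRA I, and 19 to 90 were lower, with 20, 23, 19, 25, 19, 25, 22 and 90 without C I, C III, AcRA I, II and III, lhx1-AS II and III, and lhx1-AS/AcRA II. Lists past camera numbered 8 to 11, 3 to 3, 0 to 0, 10 to 12 and 4 to 5. Fewer arrays were tested in each of these. For the other settings the cause was not tested.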

Differences from the paper's values

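The 24 readings of the selection were chosen only after the result was seen. In Fig. 5, about 350 probe sets, read by eye, are increased and unaffected only, and here 152 were. Of 28 alternatives set before the data were examined, 2 fell within 1.5 times, with 470 without a criterion on lhx1-AS over C and 323 where lhx1-AS against C was not past an unadjusted p, and the other 26 did not. The paper defines unaffected genes by their fold alone. A t-test on linear signals in which genes were unaffected unless changed 2-fold at p under 0.05 gave 257, and 347 with the genes that also met the decrease. It was 1 of 24 combinations chosen after seeing the values, of which 15 passed a number within 1.5 times of the paper's 81 (20 to 90 in all). It was noticed because it came close, it passed 90, and it passed 19 of the 29 matched entries of Fig. S7 by their representative probe sets and 20 of the 22 that had a probe set with the printed folds, where the selection here passed 8 of 29 and 9 of 22. The selection here passed 64 against the paper's 81.
Of 58 folds of the 29 matched entries of Fig. S7, 45 were within 1.5 times of the paper's and 9 differed beyond the spread. The fold increase was 1.05 for pax3 (48 in the paper), 15.7 for xmc (26 in the paper), 8.55 for axin2 (20 in the paper) and 1.27 for sox12 (4 in the paper). The fold decrease was 1.48 for pax3 (4 in the paper), 1.51 for axin2 (3 in the paper), 14.0 for cdh2 (4 in the paper), 1.14 for hoxa3 (3 in the paper) and 0.208 for sox12 (3 in the paper). Of 10 alternatives for each, quantile normalization (17.3) and leaving out the C array of experiment III (17.7) brought xmc within 1.5 times, and none of the 10 did so for the other 8 folds. Another probe set of the gene had folds of 48.4 and 3.91 for pax3, 26.2 and 8.19 for xmc, 19.6 and 3.01 for axin2 and 7.07 and 4.08 for cdh2 (7 and 4 in the paper), and these probe sets were found after the values had been seen. A probe set of another gene, sox13, had folds of 4.01 and 2.87, beside 4 and 3 for the sox12 entry. The match of that entry by name may therefore be wrong.
The paper describes lhx1-AS as depleting lhx1, and the lhx1 signal was not lower on the arrays labelled lhx1-AS/AcRA (log2 fold change 1.06, standard error 1.05, limma adjusted p = 0.620). For an entry of Fig. S7 named as like neuropilin 1, with folds of 22 and 14, a probe set with no symbol had the printed folds (21.6 and 14.1). The probe set with the symbol nrp1, which need not be that entry, had a log2 fold change of 0.31 from AcRA to lhx1-AS/AcRA (standard error 0.70, limma adjusted p = 0.861, higher in 2 of 3 experiments). The paper says that hoxb7 missed its selection by little, and hoxb7 did not pass here either (-1.26, standard error 0.70, limma adjusted p = 0.320, lower in 3 of 3 experiments). Of the kidney genes the paper shows as reduced in embryos, fst and pax2 were also lower in 3 of 3 experiments, with -2.30 and -1.45, neither past limma's adjusted threshold (standard error 0.91, limma adjusted p = 0.144, and standard error 0.64, limma adjusted p = 0.193). Both are entries of Fig. S7, chosen on these arrays for being lower, so their direction is not independent evidence. Among the others, pax8 had -0.87 (limma adjusted p = 0.681) and wt1 had -0.27 (limma adjusted p = 0.906), each lower in 2 of 3 experiments. Atp1b1 had 0.64 (limma adjusted p = 0.254, higher in 3 of 3 experiments) and passed as higher with the experiment as a block. The paper scored these genes by in situ hybridization in embryos at later stages than these caps, so the values are not like measures. It places the first pronephric transcripts of atp1b1 after this harvest, so atp1b1 cannot show a loss of kidney tissue here.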

Other observations

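The comparison of the real groups with other splits was planned, and the counts of shared calls and the splits within experiments were chosen only after the result was seen. Genes of the lateral plate, blood and heart moved both ways with AcRA. Aplnr, an apelin receptor gene of vessel precursors, rose by 4.36 on the log2 scale (standard error 0.58, limma adjusted p = 0.000307, higher in 3 of 3 experiments), the GATA factor gene gata6 by 2.11 (standard error 0.28, limma adjusted p = 0.000287, higher in 3 of 3 experiments) and hand1, a transcription factor gene of the lateral mesoderm, by 4.03 (standard error 1.02, limma adjusted p = 0.0294, higher in 3 of 3 experiments), while the homeobox gene nkx2-3 fell by 7.21 on 1 of 2 probe sets (standard error 0.79, limma adjusted p = 7.93e-05, lower in 3 of 3 experiments). The adjusted p of hand1 in limma was 0.0652 without a variance trend, 0.0577 in a model of the compared groups, 0.0971 without the C array of experiment II, and 0.0847 and 0.157 without the AcRA arrays of experiments I and III. Of 22 genes of that list 4 were higher and 3 lower (4 and 5 adjusted over the list alone, adjusted p = 0.602 from limma's camera). For tal1, a blood regulator gene, the log2 fold change was -0.81 (standard error 0.95, limma adjusted p = 0.853, lower in 2 of 3 experiments).
In caps of injected embryos, organizer genes were higher with AcRA in 7 of 21 cases and lower in none (9 and none adjusted over the list alone, camera adjusted p = 7.06e-08 in limma), endoderm genes in 5 of 15 and lower in none (9 and none adjusted over the list alone, camera adjusted p = 5.19e-06 in limma), and early kidney regulators in 7 of 20 and lower in 2 (9 and 2 adjusted over the list alone, camera adjusted p = 0.000205 in limma). Gata6 rose by 3.82 on the log2 scale on 1 of 2 probe sets (standard error 0.28, limma adjusted p = 9.30e-07, higher in 3 of 3 experiments). The comparisons of lhx1-AS/AcRA with AcRA and of lhx1-AS with C share no arrays. Higher in both were 152 probe sets (10.6 for independent lists) and lower in both 417 (48.1 for independent lists), and 3 and 3 were called in opposite directions.
The 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05. The real and highest other counts were 885 and 0 in AcRA against C, 1495 and 0 in lhx1-AS/AcRA against AcRA, 1084 and 1 in lhx1-AS against C, and 1254 and 1 in lhx1-AS/AcRA against lhx1-AS, with 1 split as large in each, the real one. Of these splits, 4 part all pairs of experiments as the real one does, with a highest other count of 0. Of 100 splits of the 12 arrays into 4 groups, 1 gave as many as the 68 probe sets whose AcRA response differed (highest other 36), and 2 passed as many as 64 in the selection (highest other 67), the real one included. These splits mixed the experiments, which pair the arrays. Of 100 splits that exchanged the groups only within experiments, 7 gave as many as 68 (highest other 1565) and 5 as many as 64 (highest other 110), the real one included. All 6 others with at least 68 had 5 or 6 of the 6 arrays of a treatment on 1 side of the difference, so they carried the effect of AcRA or lhx1-AS and say nothing about chance. A count of the 68 splits with at most 4 there (highest other 31) decides nothing, since that bound was chosen after the counts were seen. In the 4 others with at least 64 in the selection, 3 or 0 of the arrays in the group taken as AcRA were AcRA-treated, so these too carried its effect. Chance is therefore not excluded for either count.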
